# Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases

**DOI:** 10.1038/s42003-021-02089-y

**Published:** 2021-05-13

**Authors:** Kei Fukuda, Chikako Shimura, Hisashi Miura, Akie Tanigawa, Takehiro Suzuki, Naoshi Dohmae, Ichiro Hiratani, Yoichi Shinkai

**Keywords:** Gene silencing, Methylation, Nuclear organization

## Abstract

Histone H3 lysine 9 dimethylation (H3K9me2) is a highly conserved silencing epigenetic mark. Chromatin marked with H3K9me2 forms large domains in mammalian cells and overlaps well with lamina-associated domains and the B compartment defined by Hi-C. However, the role of H3K9me2 in 3-dimensional (3D) genome organization remains unclear. Here, we investigated genome-wide H3K9me2 distribution, transcriptome, and 3D genome organization in mouse embryonic stem cells following the inhibition or depletion of H3K9 methyltransferases (MTases): G9a, GLP, SETDB1, SUV39H1, and SUV39H2. We show that H3K9me2 is regulated by all five MTases; however, H3K9me2 and transcription in the A and B compartments are regulated by different MTases. H3K9me2 in the A compartments is primarily regulated by G9a/GLP and SETDB1, while H3K9me2 in the B compartments is regulated by all five MTases. Furthermore, decreased H3K9me2 correlates with changes to more active compartmental state that accompanied transcriptional activation. Thus, H3K9me2 contributes to inactive compartment setting.

## Abstract (web summary)

Kei Fukuda *et al*. show that the formation of chromatin domains marked by dimethylated H3K9 is functionally linked to the 3D organization of the genome. These findings suggest that H3K9 methyltransferases play an important role in maintaining genome organization in more transcriptionally inactive compartments.

## Introduction

Post-translational modifications of histone proteins regulate chromatin compaction and mediate epigenetic transcriptional regulation. The methylation of histone tails is a fundamental event in epigenetic signaling. In eukaryotes ranging from the fission yeast *Schizosaccharomyces pombe* to humans, repeat-rich constitutive heterochromatin is marked by H3K9me2 or H3K9me3^1–3^. These modifications are catalyzed by a family of SET domain-containing lysine methyltransferases, of which five are present in mammals. SETDB1, with the related enzymes SUV39H1 and SUV39H2, contribute to the formation of H3K9me3^1,4^, whereas GLP and G9a (also called EHMT1 and EHMT2, respectively) regulate H3K9me1 and H3K9me2 formation, respectively^5–7^.

In mouse embryonic stem cells (mESCs), H3K9me3 is enriched in retroelements and pericentromeric satellite repeats that are mediated by SETDB1 and SUV39H1/2, respectively^8–10^. SUV39Hs are also involved in H3K9me3 modification in intact retroelements and LINE1^11^. Unlike H3K9me3, H3K9me2 forms megabase (Mb)-scale domains that comprise approximately half of the genome in both pluripotent and differentiated cells^9,12,13^. Endogenous G9a and GLP mostly exist as G9a/GLP heterodimers; this complex is the functional form for global H3K9 methylation in vivo^5,7^.

Although H3K9me2 is primarily catalyzed by G9a/GLP in mESCs, not all H3K9me2 is diminished in either *G9a* or *Glp* knockout (KO) or *G9a/Glp* double knockout (DKO) mESCs^6,7^, suggesting the involvement of other histone MTases in H3K9me2. However, the function and mechanism of G9a/GLP-independent H3K9me2 are currently unknown. As H3K9me2 is enriched in pericentromeric satellite repeats^6,14^ and genomic regions with H3K9me3^15^, SETDB1 and SUV39H1/2 may be involved in G9a/GLP-independent H3K9me2.

Recent studies using Hi-C technology have revealed that chromosomes are hierarchically folded at different levels in the nucleus, including chromatin loops, topologically associating domains, and nuclear compartments^16–19^. At the megabase scale, genomic regions are segregated into two subnuclear compartments that consist predominantly of either euchromatin (A compartment) or heterochromatin (B compartment). The B compartment is overlapped with lamina-associated domains^20,21^, which interact with the nuclear lamina (NL) and highly overlap with H3K9me2 domains^13^. G9a-mediated H3K9me2 is required for LAD–NL interaction^22^. Based on the links among H3K9me2, LADs, and B compartments, both G9a/GLP-dependent and independent H3K9me2 could be involved in A/B compartment formation. Therefore, we analyzed H3K9me2 genome-wide profiles and 3D genome organization in *Setdb1* KO and/or *Suv39h1/2* DKO cells treated with a G9a/GLP-specific inhibitor, UNC0642^23^, to identify the roles of each H3K9 MTase in H3K9me2 domain formation and to determine whether H3K9me2 is involved in nuclear compartment formation.

This study demonstrated that H3K9me2 is regulated by different sets of H3K9 MTases between the A and B compartments. Also, it was suggested that G9a/GLP-independent H3K9me2 has a role in efficient H3K9me2 recovery and transcriptional repression. Furthermore, this study also showed that decreasing H3K9me2 is linked to converting the genome to more active compartmental state, although the overall compartment pattern is maintained in H3K9me2-depleted cells. Thus, H3K9me2 contributes to repressive 3D chromatin state.

## Results

### Compartment-dependent regulation of H3K9me2 in mESCs

It has been reported that H3K9me2 is enriched in LADs^13^, which significantly overlaps with the B compartments in mESCs. Our H3K9me2 chromatin immunoprecipitation sequencing (ChIP-seq) in mESCs showed higher H3K9me2 enrichment in the B compartments (negative compartment score regions) than in the A compartments (positive compartment score regions) as expected; however, H3K9me2 was also present in the A compartments, with a relatively low compartment score (Fig. 1a). As SETDB1 and SUV39H1/2 have the potential to mediate H3K9me2 function, H3K9me2 ChIP-seq was performed in previously established *Setdb1* conditional KO (cKO) mESCs^8^ and in *Suv39h1/2* DKO mESCs^10^ (Supplementary Fig. 1a) to investigate the role of SETDB1 and SUV39H1/2 in H3K9me2 formation. H3K9me2 profiles in *Setdb1* KO and *Suv39h1/2* DKO mESCs were highly correlated with those of wild-type (WT) mESCs (Supplementary Fig. 1b). However, we found decreased H3K9me2 in the A compartments of *Setdb1* KO mESCs (Fig. 1b) and in the B compartments of *Suv39h1/2* DKO mESCs (Fig. 1c), respectively.

**Fig. 1:**
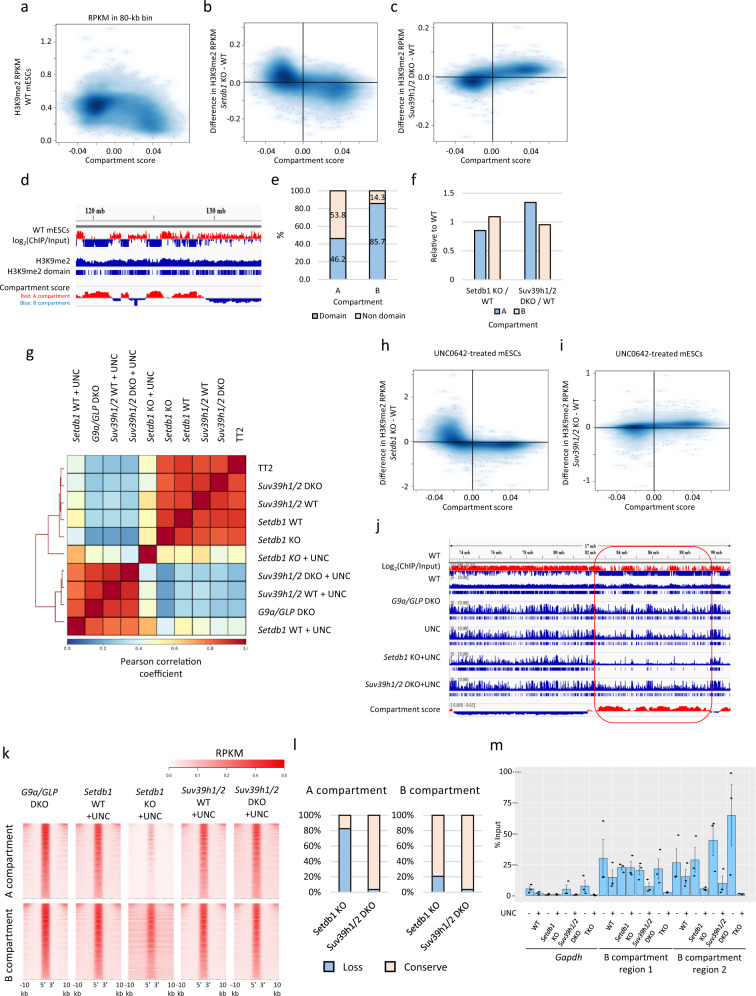
Characterization of SETDB1 and SUV39H1/2-dependent H3K9me2 region in mESCs. **a** Comparison between compartment score and H3K9me2 enrichment in 80-kb bin. RPKM of H3K9me2 from WT mESCs is negatively correlated with compartment score. Darker blue represents higher dot density. **b**, **c** Comparison between compartment score in WT mESCs and changes in H3K9me2 in *Setdb1* KO (**b**) or *Suv39h1/2* DKO (**c**) mESCs in 80-kb bins. Decreased H3K9me2 is observed in the A and B compartments in *Setdb1* KO and *Suv39h1/2* DKO mESCs, respectively. **d** A representative view of H3K9me2 domains in WT mESCs identified by *Hiddendomains*. Top panel, H3K9me2 ChIP-seq data from WT mESCs; middle panel, H3K9me2 domains; bottom panel, compartment score in 80-kb bins. **e** Fractions of H3K9me2 domains in the A or B compartments. Although H3K9me2 domains are more enriched in the B compartments than in the A compartments, H3K9me2 also occupies about half of the A compartments. **f** Length of H3K9me2 domains in each KO mESCs to WT mESCs. The length of H3K9me2 domains in the A compartments is slightly decreased in *Setdb1* KO mESCs, whereas that is increased in *Suv39h1/2* DKO mESCs. **g** A correlation matrix of H3K9me2 ChIP-seq data in mESCs. UNC0642-treated mESCs form a cluster distinct from untreated mESCs. Among UNC0642-treated mESCs, *Setdb1* KO mESCs show a different H3K9me2 profile. **h**, **i** A comparison between compartment score in WT mESCs and changes in H3K9me2 in *Setdb1* KO (**h**) or *Suv39h1/2* DKO (**i**) mESCs treated with UNC0642. **j** A representative view of H3K9me2 ChIP-seq from *G9a/GLP* DKO and UNC0642-treated mESCs (chr6:73,266,079-91,207,724). *G9a/GLP* DKO mESCs show an H3K9me2 profile similar to UNC0642-treated mESCs. A drastic loss of H3K9me2 domains in UNC0642-treated *Setdb1* KO mESCs in the A compartments (circled in red). **k** Heatmaps of H3K9me2 enrichment around G9a/GLP-independent H3K9me2 regions. The A compartment-specific H3K9me2 loss is observed in UNC0642-treated *Setdb1* KO mESCs. **l** Fractions of conserved or lost G9a/GLP-independent H3K9me2 in *Setdb1* KO or *Suv39h1/2* DKO mESCs treated with UNC0642. **m** H3K9me2 ChIP-qPCR analysis in regions shown in Fig. S1o. ChIP was performed 5 days after 4-OHT treatment in *Setdb1* KO mESCs and 7 days after 4-OHT treatment in *Setdb1*/*Suv39h1/2* TKO mESCs. H3K9me2 in the region 1 and 2 is completely lost in UNC0642-treated TKO mESCs. Data are mean ± SEM; *n* = 3.

To obtain a more detailed view of the H3K9me2 profile, we identified H3K9me2 domains in mESCs using *hiddenDomains*, a program that uses a hidden Markov model to identify broad domains^24^ (Fig. 1d). The H3K9me2 domains occupied 46.2% and 85.7% of the A and B compartments, respectively (Fig. 1e). The total length of H3K9me2 domains in the A compartments slightly decreased in *Setdb1* KO mESCs (Fig. 1f), whereas the number of such domains was slightly increased (10,879 in WT and 12,022 in *Setdb1* KO), suggesting that SETDB1 has a role in H3K9me2 domain expansion/spreading in the A compartments. It is difficult to further dissect SETDB1- and SUV39H1/2-dependent H3K9me2 in these KO mESC lines, owing to the dominant impact of G9a/GLP on H3K9me2 formation. The G9a/GLP catalytic inhibitor UNC0642 is useful for analyzing G9/GLP-independent H3K9me2^23^. Treatment with 0.5–2 μM UNC0642 for 3 days decreased H3K9me2 to a level comparable with that observed in *G9a/GLP* DKO mESCs (Supplementary Fig. 1c). Furthermore, H3K9me2 in *G9a/GLP* DKO mESCs and UNC0642-treated mESCs was enriched in pericentromeric satellite repeats, characterized as 4′,6-diamidino-2-phenylindole–(DAPI)-dense regions (Supplementary Fig. 1d, e), consistent with a previous report^14^. To assess genome-wide H3K9me2 states in more detail, we performed H3K9me2 ChIP-seq analysis in *G9a/GLP* DKO and UNC0642-treated mESCs. Compared with control WT mESCs, the experimental *G9a/GLP* DKO and UNC0642-treated mESCs formed relatively narrow H3K9me2 domains, with a high overlap between them (Supplementary Fig. 1f, g). Therefore, UNC0642 treatment mimics the H3K9me2 profile associated with the *G9a/Glp* DKO phenotype.

To investigate the roles of SETDB1 and SUV39H1/2 in G9a/GLP-independent H3K9me2, we performed H3K9me2 ChIP-seq from *Setdb1* KO or *Suv39h1/2* DKO mESCs treated with 2 μM UNC0642. Hierarchical clustering analysis of the H3K9me2 ChIP-seq data showed that the H3K9me2 profile of UNC0642-treated *Setdb1* KO mESCs was largely distinct from that of *G9a/GLP* DKO mESCs (Fig. 1g). Consistent with untreated control mESCs, reductions of H3K9me2 in *Setdb1* KO and *Suv39h1/2* DKO mESCs treated with UNC0642 were mainly observed in the A and B compartments, respectively, with a significant decrease of H3K9me2 domains in the A compartments of UNC0642-treated *Setdb1* KO mESCs (Fig. 1h, i, Supplementary Fig. 1h). This compartment-specific reduction of H3K9me2 in *Setdb1* KO and *Suv39h1/2* DKO mESCs was reproducible (Supplementary Fig. 1i). Approximately 80% of the G9a/GLP-independent H3K9me2 domains in the A compartments and ~20% of those in the B compartments were not present in the UNC0642-treated *Setdb1* KO mESCs, whereas almost all the G9a/GLP-independent H3K9me2 domains were maintained in UNC0642-treated *Suv39h1/2* DKO mESCs (Fig. 1j–l). Although SUV39H1/2 depletion did not have the same impact as SETDB1 depletion from the perspective of H3K9me2 ChIP-seq data, H3K9me2 immunofluorescence showed a noticeable decrease of H3K9me2 in DAPI-dense regions in UNC0642-treated *Suv39h1/2* DKO mESCs (Supplementary Fig. 1j). This finding suggests a crucial role of SUV39H1/2 in H3K9me2 in pericentromeric satellite repeats.

To determine whether H3K9me2 in the B compartment was mediated by SETDB1 and SUV39H1/2 redundantly, we established *Setdb1* and *Suv39h1/2* triple KO (TKO) mESCs using the CRISPR-Cas9 system (Supplementary Fig. 1k). The complete removal of *Suv39h1* exon 3, containing the SET domain, and the removal of SUV39H2 H398, which is essential for methyltransferase activity, was validated by RNA-seq in TKO mESCs^1^ (Supplementary Fig. 1k). The depletion of SUV39H1/H2 in TKO mESCs was further validated by western blotting (Supplementary Fig. 1l). We used 4-OHT-inducible conditional *Setdb1* KO mESCs as parental cells for the TKO mESC line to show that SETDB1 and H3K9me3 were significantly decreased at 7 days after 4-OHT treatment (Supplementary Fig. 1m). Furthermore, UNC0642 treatment of 4-OHT-treated TKO mESCs decreased H3K9me2 to an undetectable level by western blotting (Supplementary Fig. 1n). We confirmed the loss of H3K9me2 in the two regions where H3K9me2 was retained in both *Setdb1* KO and *Suv39h1/2* DKO mESCs treated with UNC0642 (Fig. 1m and Supplementary Fig. 1o). Therefore, G9a/GLP-independent H3K9me2 in the B compartments is mediated by both SETDB1 and SUV39H1/2.

### Compartment-dependent regulation of H3K9me2 in immortalized mouse embryonic fibroblasts (iMEFs)

G9a/GLP-independent H3K9me2 in the A and B compartments was mediated by SETDB1 and both SETDB1 and SUV39H1/2 in mESCs, respectively. To determine whether this trend is specific to pluripotent stem cells, we analyzed H3K9me2 profiles in iMEFs. As there were no publicly available Hi-C data for iMEFs, we also performed Hi-C analysis for WT control iMEFs. Similar to mESCs, H3K9me2 was more enriched in B than in A compartments in iMEFs (Supplementary Fig. 2a). Compared with mESCs, the larger size of the H3K9me2 domains was preserved by UNC0642 treatment: the average size of H3K9me2 domains was 54.5 kb in iMEFs and 14.2 kb in mESCs (Fig. 2a, b). Interestingly, a marked reduction of H3K9me2 in the A compartments was observed in UNC0642-treated iMEFs, but not in the B compartments. H3K9me2 decreased upon UNC0642 treatment in 91.1% of A compartments, but only decreased in 23.9% of B compartments (Fig. 2a, c, Supplementary Fig. 2b). G9a/GLP-independent H3K9me2 domains in iMEFs occupied 88.5% of the B compartments and 31.0% of the A compartments (Fig. 2d). Therefore, it can be said that H3K9me2 in the B compartments was more resistant to UNC0642 treatment than that in the A compartments in iMEFs.

**Fig. 2:**
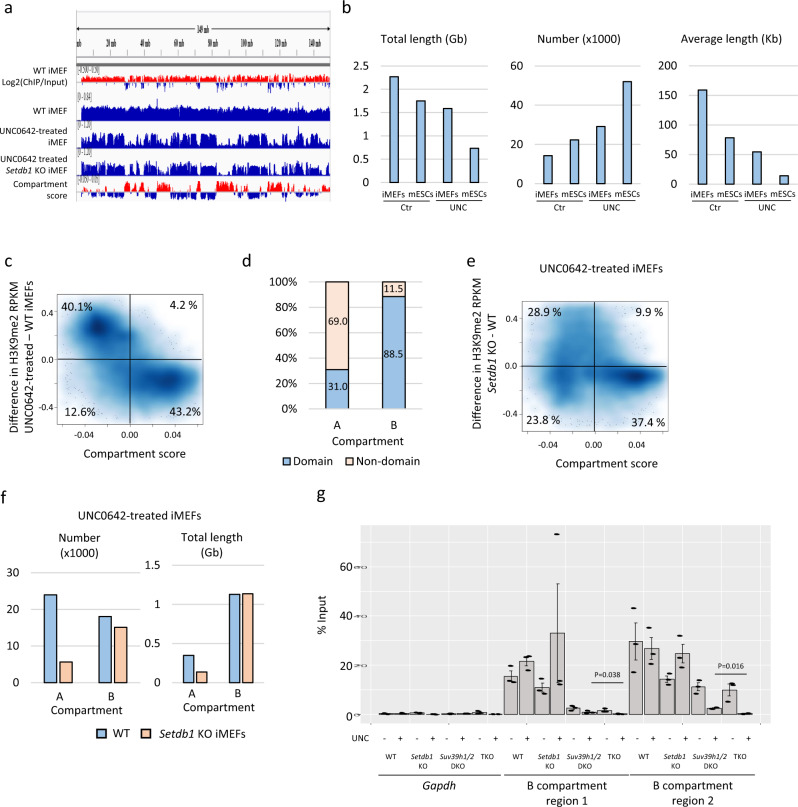
Characterization of SETDB1- and SUV39H1/2-dependent H3K9me2 regions in iMEFs. **a** Representative view of H3K9me2 ChIP-seq data along chromosome 6 in iMEFs. Although H3K9me2 in the A compartments is decreased by UNC0642 treatment, low H3K9me2 signal is retained. Those retained H3K9me2 is further diminished in UNC0642-treated *Setdb1* KO iMEFs. **b** Difference in G9a/GLP-independent H3K9me2 between mESCs and iMEFs. H3K9me2 domain size is larger in iMEFs than in mESCs. **c** A comparison between compartment score and H3K9me2 changes by UNC0642 treatment in iMEFs. Overall, H3K9me2 reduction in the A compartments is induced by the UNC0642 treatment. Each plot represents data from each 80-kb bin. Darker blue represents higher dot density. **d** Fractions of H3K9me2 domains in the A and B compartments in UNC0642-treated iMEFs. **e** A comparison between compartment score and H3K9me2 changes in UNC0642-treated *Setdb1* KO iMEFs. In comparison with UNC0642-treated WT iMEFs (**c**), UNC0642-treated *Setdb1* KO iMEFs showed further reduction of H3K9me2, especially in the A compartments. **f** The number and the length of H3K9me2 domains in WT and *Setdb1* KO iMEFs treated with UNC0642. Both the number and the length of H3K9me2 domains in the A compartments are reduced in UNC0642-treated *Setdb1* KO iMEFs. **g** H3K9me2 ChIP-qPCR analysis in regions showing in Supplementary Fig. 1o. H3K9me2 in the region 1 and 2 is completely lost in UNC0642-treated TKO iMEFs. Data are mean ± SEM; *n* = 3.

We also performed H3K9me2 ChIP-seq analysis on UNC0642-treated *Setdb1* KO iMEFs, which have been established previously^25^. Further reduction of H3K9me2 in the A compartments was observed in UNC0642-treated *Setdb1* KO iMEFs (Supplementary Fig. 2c). We found that 79.1% of the A compartments and 45.2% of the B compartments had lower H3K9me2 levels in UNC0642-treated *Setdb1* KO iMEFs than in UNC0642-treated WT iMEFs (Fig. 2e, Supplementary Fig. 2d). The number and total length of the H3K9me2 domains were decreased in the A compartments of UNC0642-treated *Setdb1* KO iMEFs, whereas those in the B compartments remained largely unchanged (Fig. 2f). Therefore, SETDB1 is essential for G9a/GLP-independent H3K9me2 in the A compartments in iMEFs, as observed in mESCs.

To determine whether SETDB1 and SUV39H1/2 mediate all G9a/GLP-independent H3K9me2 in iMEFs, we established *Setdb1* and *Suv39h1/2* TKO iMEFs using the CRISPR-Cas9 system (Supplementary Fig. 2e). These TKO iMEFs had undetectable levels of H3K9me3 by western blotting (Supplementary Fig. 2f). H3K9me2 was undetectable after UNC0642 treatment in *Setdb1* and *Suv39h1/2* TKO iMEFs (Supplementary Fig. 2g). The complete loss of H3K9me2 in UNC0642-treated TKO iMEFs was also confirmed using mass spectrometry (Supplementary Fig. 2h). ChIP-qPCR of the selected regions in the B compartments, shown in Supplementary Fig. 1o, also showed a loss of H3K9me2 in UNC0642-treated TKO iMEFs (Fig. 2g). Thus, we concluded that H3K9me2 in the B compartments is redundantly regulated by G9a/GLP, SETDB1, and SUV39H1/2, in both mESCs and iMEFs.

### G9a/GLP-independent H3K9me2 is correlated with efficient H3K9me2 recovery

Heterochromatin can spread along chromatin from nucleation sites, such as recruiters of the writer molecule binding regions^26,27^. As G9a and GLP bind to nucleosomes that contain H3K9me2 via ankyrin repeats of G9a and GLP^28^ and methylate adjacent nucleosomes^29^, we hypothesized that H3K9me2 spreads from G9a/GLP-independent H3K9me2 sites during H3K9me2 domain formation. To test this hypothesis, we analyzed H3K9me2 recovery in mESCs after UNC0642 removal (Fig. 3a). As shown in Supplementary Fig. 3a, H3K9me2 levels nearly recovered three days after UNC0642 was withdrawn. Therefore, we performed H3K9me2 ChIP-seq at each time point after UNC0642 withdrawal (0, 24, 32, 40, 48, 56, 64, and 72 h). From H3K9me2 ChIP-seq time-course data, we obtained H3K9me2 dynamics during the recovery period (Fig. 3b). Principal component analysis of H3K9me2 reads per kilobase million (RPKM) in the 80-kb genomic window showed that the H3K9me2 profile gradually approached that of WT after UNC0642 withdrawal, although had not completely recovered 72 h after withdrawal (Fig. 3c). To investigate the role of G9a/GLP-independent H3K9me2 in this recovery, we classified genomic regions as “early,” “middle,” or “late,” based on the timing of H3K9me2 recovery after UNC0642 withdrawal, comparing H3K9me2 levels among genomic region classes in UNC0642-treated mESCs (see Materials and Methods). In this analysis, regions with similar H3K9me2 levels in WT mESCs were compared. The “early” class showed a higher H3K9me2 level after UNC0642 treatment (Fig. 3d, Supplementary Fig. 3b) and overlapped more frequently with G9a/GLP-independent H3K9me2 and SETDB1-dependent H3K9me2 than the “middle” and “late” classes (Fig. 3e, f). In addition, H3K9me2 recovery after UNC0642 removal was not induced well in *Setdb1* KO mESCs and TKO iMEFs (Supplementary Fig. 3c, d). To investigate whether H3K9me2 can spread from G9a/GLP-independent H3K9me2 during recovery, we analyzed H3K9me2 profiles around G9a/GLP-independent H3K9me2 domains during recovery. However, we were not able to obtain crucial evidence of H3K9me2 spreads from H3K9me2 domains (Supplementary Fig. 3e). Therefore, G9a/GLP-independent H3K9me2 might help in fast recovery of H3K9me2, but H3K9me2 spreads from G9/GLP-independent H3K9me2 are limited.

**Fig. 3:**
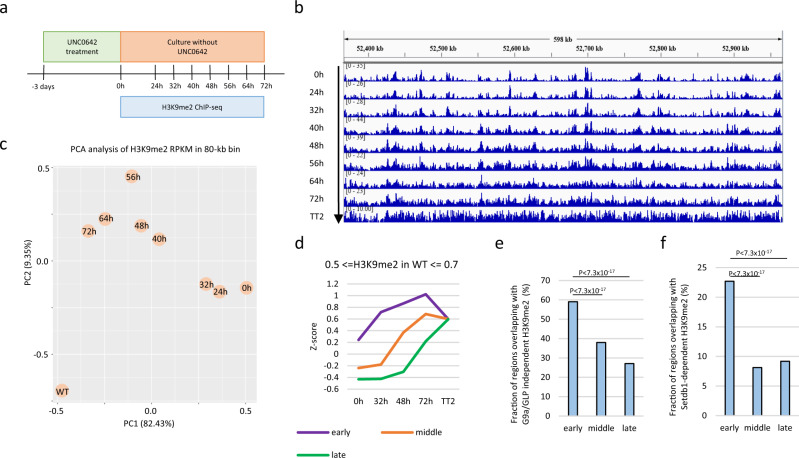
Recovery of H3K9me2 after the UNC0642 treatment. **a** An experimental design to investigate H3K9me2 recovery. mESCs were treated with UNC0642 for 3 days, and then H3K9me2 ChIP-seq was performed at each time point after the UNC0642 removal. **b** A representative view of H3K9me2 ChIP-seq data during H3K9me2 recovery. **c** A principal component analysis of H3K9me2 ChIP-seq data during H3K9me2 recovery. **d** Distinct kinetics of H3K9me2 recovery from UNC0642 treatment between three classes of sequences. Each 10-kb region throughout the genome was classified into three types named “early”, “middle”, and “late” based on the timing of H3K9me2 recovery. Z-scaling was performed on H3K9me2 RPKM of 10-kb bins at each time point. *Y* axis represents the average *Z* scores of each class. Only regions with *Z* scores between 0.5 and 0.7 in WT mESCs were used for this analysis to match the final H3K9me2 levels among three classes. **e**, **f** Overlap between G9a/GLP-independent H3K9me2 domains (**e**) or SETDB1-dependent H3K9me2 domains (**f**) and each class. Significant enrichment of G9a/GLP-independent or SETDB1-dependent H3K9me2 in early class was calculated by hypothesis testing for the difference in the population proportions using a function of prop.test by R.

### G9a/GLP-independent H3K9me2 is involved in transcriptional repression

Next, we determined whether G9a/GLP-independent H3K9me2 regulates transcription. From RNA-seq of WT and *Setdb1* KO mESCs treated with or without UNC0642, we identified 495, 194, and 79 upregulated genes and 61, 3, and 0 downregulated genes in UNC0642-treated *Setdb1* KO, *Setdb1* KO, and UNC0642-treated mESCs, respectively (Supplementary Fig. 4a). 

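RNA-seq libraries of mESCs carrying a conditional Setdb1 allele covered 4 conditions: WT mESCs, UNC0642-treated mESCs, Setdb1 KO mESCs and UNC0642-treated Setdb1 KO mESCs, each with 2 biological replicates. Setdb1 was deleted by addition of 800 nM 4-OHT and G9a/GLP were inhibited with 2 µM UNC0642 for 3 days. The paper gives 5 days of 4-OHT for both KO conditions. The sample labels give 5 days for Setdb1 KO mESCs and 2 days for UNC0642-treated Setdb1 KO mESCs. The deposited values are counts that TEtranscripts assigned to 24062 genes and 1153 transposable element subfamilies, without normalization. The totals of replicates 1 and 2 were 11702590 and 25121876 counts in WT mESCs, 22723641 and 23119234 in UNC0642-treated mESCs, 26807807 and 16416611 in Setdb1 KO mESCs, and 11897456 and 26250060 in UNC0642-treated Setdb1 KO mESCs. These totals are between 42.9% and 45.0% of the read numbers in the paper's supplement. The libraries were sequenced paired-end, and the paper gives reads for RNA-seq but read pairs for Hi-C. With each mate taken as a read, between 85.8% and 90.1% of the pairs were counted. A gene with 3 counts, taken as the detection floor, had between 0.112 and 0.256 counts per 1e6 counts (CPM). This limit covers counting error only. Genes and subfamilies with enough counts (15313 and 932) were fitted together in 1 edgeR quasi-likelihood model of all 8 libraries with TMM normalization. Genes with a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 10, the paper's thresholds, were taken as changed. The paper applied these thresholds with DESeq2, not edgeR. The deviations of replicate 1 from replicate 2 were correlated across genes between conditions (Pearson r between 0.310 and 0.673, median 0.599, 6 pairs of conditions). Genes are not independent replicates. The second principal component, with 27.4% of the variance, separated replicate 1 from replicate 2. Every comparison was also fitted with the replicate number as a block, an alternative set before the data were examined. Setdb1 (chromosome 3, 95323525 to 95357202) was at 148 ± 29.8 CPM (mean ± SD, n = 2 libraries here and below) in WT mESCs, 108 ± 31.2 in UNC0642-treated mESCs, 49.2 ± 2.63 in Setdb1 KO mESCs and 47.6 ± 19.1 in UNC0642-treated Setdb1 KO mESCs. Its expression fell by 1.59 on the log2 scale in Setdb1 KO mESCs (SE 0.44, edgeR adjusted p = 0.181, with the block 0.0164). It fell by 1.64 in UNC0642-treated Setdb1 KO mESCs (SE 0.44, edgeR adjusted p = 0.0746, with the block 0.00593). Counts per gene do not separate transcripts of a deleted allele from intact ones, so they do not measure the knockout. By western blot, the paper found no detectable SETDB1 protein after 5 days of 4-OHT.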

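At these thresholds, edgeR gave 399 upregulated genes in UNC0642-treated Setdb1 KO mESCs, 112 in Setdb1 KO mESCs and 0 in UNC0642-treated mESCs, and 31, 0 and 0 downregulated genes. In UNC0642-treated mESCs, 522 genes had an unadjusted p under 0.05 (458 higher and 64 lower than in WT mESCs), 202 of the higher ones by more than 10-fold. The smallest edgeR adjusted p there was 0.0524. Chance alone gives more than 522 genes under 0.05 among 15313 tested, so that number is not evidence of change. Setdb1 KO mESCs had 265 genes that were lower at an unadjusted p under 0.05. With the replicate number as a block the upregulated genes were 612, 206 and 22 and the downregulated genes 93, 2 and 0. Of the 399 and 112 genes, 397 and 112 were among them. DESeq2 run on only the 4 libraries compared gave 537, 198 and 81 upregulated and 69, 3 and 0 downregulated genes. Among the alternatives set before the data were examined, DESeq2 on all 8 libraries gave the largest number in UNC0642-treated mESCs, 96 genes. Total counts normalization gave the smallest in Setdb1 KO mESCs, 58 genes. In counts simulated with the difference between replicates estimated from the data, edgeR without the block called 53 of 100 genes raised 20-fold and 0 of 100 genes raised 4-fold at an adjusted p under 0.05. With the block it called 100 and 73, and DESeq2 on 4 libraries 99 and 30. Of the genes raised 20-fold, 52, 96 and 95 also had an estimated fold change above 10. Among unchanged genes the same 3 fits called 0, 10 and 2. The simulated difference between replicates was the same in every condition, as the block assumes, so its gain in the data may be smaller. Raised genes were drawn only from those above 10 expected counts, so genes nearly silent in all libraries are not covered. The genes with the smallest p in Setdb1 KO mESCs were Clec2i, Clec2g and Mep1b, all with an edgeR adjusted p of 0.00215. Clec2i (chromosome 6, 128887588 to 128898167) was at 0.923 ± 0.0732 CPM in WT and 66.7 ± 0.919 CPM in Setdb1 KO mESCs (log2 fold change 6.16, SE 0.49). Clec2g (chromosome 6, 128934381 to 128984707) had at most 1 count per WT library and rose at least 381-fold. Mep1b (chromosome 18, 21061923 to 21100199) had a log2 fold change of 5.40 (SE 0.43). In UNC0642-treated Setdb1 KO mESCs they were Clec2i (log2 fold change 6.43, SE 0.49), Clec2g (at least 509.5-fold) and Clec2f (at least 205-fold), all with an edgeR adjusted p of 0.00176. Clec2i, Clec2g and Clec2f are neighbouring paralogs, and shared reads can raise their counts together. The downregulated genes with the smallest p were Pde4a (fell by 3.39 on the log2 scale, SE 0.50) and Myh14 (fell by 3.95, SE 0.59), both with an edgeR adjusted p of 0.00808. The next was Grin1, with 48 and 205 counts in WT and 1 and 2 counts in UNC0642-treated Setdb1 KO mESCs (edgeR adjusted p = 0.00948).

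**Figure D1:**
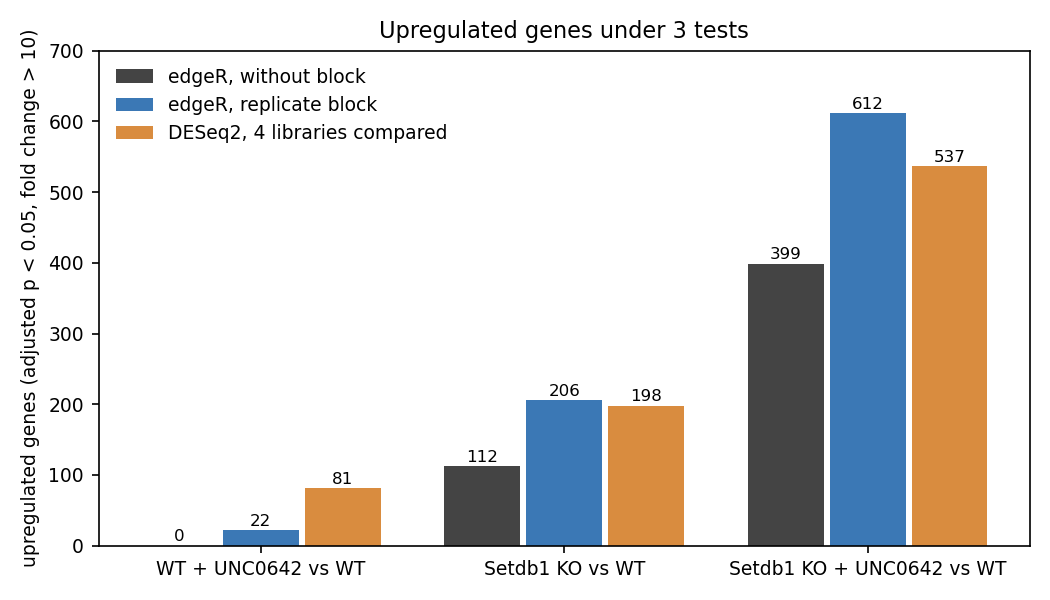
Number of upregulated genes in each comparison with WT mESCs under edgeR, edgeR with the replicate number as a block, and DESeq2 on only the 4 libraries compared.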

Only 3.5, 1.4, and 0.5% of genes that harbor G9a/GLP-independent H3K9me2 within 5 kb of TSSs were upregulated in these three mESCs, suggesting that G9a/GLP-independent H3K9me2 were mostly dispensable for transcriptional silencing. 

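Of the genes upregulated in UNC0642-treated Setdb1 KO mESCs, 291 were outside the lists of both single treatments, and 108 were in the Setdb1 KO list (96.4% of that list). With the replicate number as a block, 402 and 198 genes were found, and with DESeq2 on only the 4 libraries compared 302 and 184. Leaving out any 1 library, between 267 and 290 of the 291 genes stayed more than 10-fold above WT mESCs. Most of them were also higher in a single treatment without passing the adjusted threshold. These changes use the same WT libraries by which the genes were chosen, and are not compared with random sets here. At least 2-fold higher were 241 in UNC0642-treated mESCs, 275 in Setdb1 KO mESCs and 287 in at least 1 of them (98.6%; with the block 392 of 402, 97.5%). More than 10-fold higher in at least 1 of them were 187. The median log2 fold changes of the 291 genes were 2.61, 3.13 and 5.31 in UNC0642-treated, Setdb1 KO and UNC0642-treated Setdb1 KO mESCs. Genes found only in the combined condition in 1 replicate were also measured in the other. Their medians in UNC0642-treated and Setdb1 KO mESCs were 0.69 and 1.24 in replicate 2 (216 genes). In replicate 1 they were 1.41 and 2.43 (326 genes). Compared with the sum of both single log2 changes, the joint change was higher in 104 of the 291 genes and lower in 187, with a median difference of -0.56 (with the block 177, 225 and -0.20). In the replicate not used to choose the genes, the median difference was 1.18 in replicate 2 and -0.39 in replicate 1. Its sign is therefore not settled. At an unadjusted p under 0.05 of the edgeR interaction term, 11 of the 291 genes were above and 22 below the sum, with the block 19 and 14 of 402. None passed after adjustment. Among all tested genes the interaction was at an unadjusted p under 0.05 in 119 (with the block 368), and none passed after adjustment in either fit. Both numbers are below what chance gives at 0.05 among 15313 genes. They are therefore not evidence of an interaction, and such conservative tests do not show its absence.

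**Figure D2:**
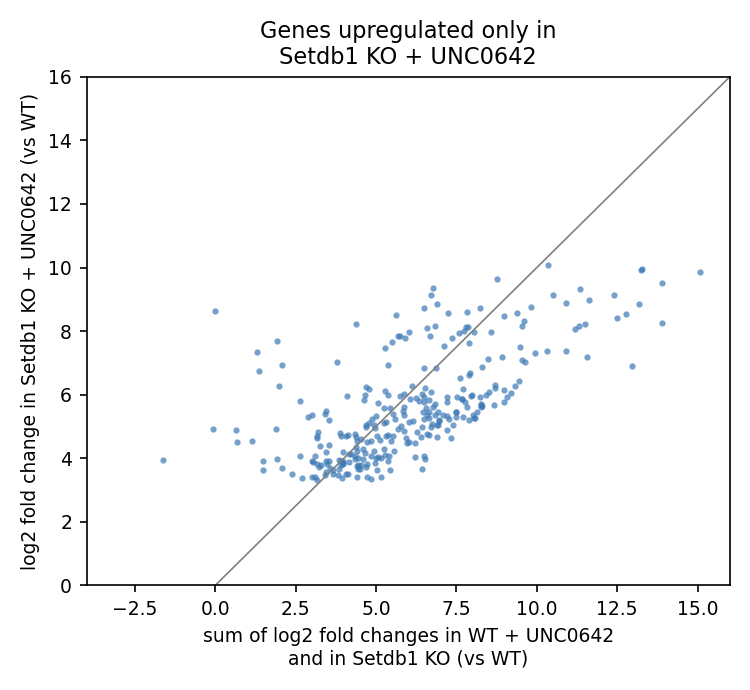
Log2 fold change in UNC0642-treated Setdb1 KO mESCs against the sum of the log2 fold changes in UNC0642-treated mESCs and in Setdb1 KO mESCs, for the genes upregulated only in UNC0642-treated Setdb1 KO mESCs.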

There were 267 of 495 upregulated genes in UNC0642-treated *Setdb1* KO mESCs that were neither identified in *Setdb1* KO without UNC0642 treatment nor in UNC0642-treated WT mESCs, suggesting redundancy of SETDB1 and G9a/GLP in gene repression (Supplementary Fig. 4a). G9a/GLP primarily repressed genes in the B compartments, whereas SETDB1 repressed genes in both A and B compartments (Supplementary Fig. 4b). 

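Compartment scores were at hand for 1999 bins of 80 kb on chromosome 1 (3049919 to 166389869; 697 A and 1302 B), in the paper's Supplementary Data 1, and other chromosomes were not analysed here. By the position of the transcription start site, 648 tested genes were in these bins, 541 in A and 107 in B (16.5%). Of the genes upregulated in UNC0642-treated Setdb1 KO mESCs, 7 were in A and 7 in B (Fisher's exact p = 0.00349, 0.0105 after adjustment over 3 lists). With the replicate block they were 12 and 16 (Fisher's exact p = 5.94e-07, adjusted 1.78e-06). Of the genes upregulated in Setdb1 KO mESCs, 4 were in A and 1 in B (Fisher's exact p = 0.596, adjusted 0.893). With the block they were 6 and 2 (Fisher's exact p = 0.625, adjusted 0.937). None of the genes upregulated in UNC0642-treated mESCs was in these bins, with or without the block or with DESeq2 on only the 4 libraries compared. At an unadjusted edgeR p under 0.05 and a fold change above 10, 4 genes were there in UNC0642-treated mESCs, 2 in A and 2 in B (Fisher's exact p = 0.129). For Setdb1 KO mESCs 13 genes were there, 7 in A and 6 in B (Fisher's exact p = 0.0113). For UNC0642-treated Setdb1 KO mESCs, a fold change threshold of 2 gave 11 genes in A and 8 in B (Fisher's exact p = 0.00660). Leaving out bins with an absolute score under 0.005 kept 7 and 7 genes and changed the background only (Fisher's exact p = 0.00103).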

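At the thresholds above, edgeR listed no gene in both UNC0642-treated mESCs and Setdb1 KO mESCs, since the UNC0642 list was empty. With the replicate number as a block, 10 of the 22 UNC0642 genes were in the Setdb1 KO list, and all 22 were in the list of UNC0642-treated Setdb1 KO mESCs. With DESeq2 on only the 4 libraries compared, 29 of 81 were in the Setdb1 KO list and 80 in the list of UNC0642-treated Setdb1 KO mESCs. DESeq2 on all 8 libraries gave the largest overlap of both single treatments, 39 genes. The difference between UNC0642-treated mESCs and Setdb1 KO mESCs was not tested gene by gene, so a gene in 1 list only is not shown to differ between them.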

Only 27 genes were commonly upregulated in UNC0642-treated mESCs and *Setdb1* KO mESCs (Supplementary Fig. 4a). However, among the upregulated genes in UNC0642-treated mESCs (2 + 50 + 27 = 79 in Supplementary Fig. 4a), 72 genes (16 and 56 in the A and B compartments, respectively) were derepressed in *Setdb1* KO mESCs at least twice (Supplementary Fig. 4c), suggesting that most genes repressed by G9a/GLP-dependent H3K9me2 are also regulated by SETDB1. In contrast, among upregulated genes in *Setdb1* KO mESCs, those in the B compartments were more derepressed in UNC0642-treated mESCs than genes in the A compartments (35 of 103 in the A compartments (26.9%) and 51 of 90 in the B compartments (56.6%), fold change **≥**2) (Supplementary Fig. 4d). Furthermore, the additive upregulation observed following UNC0642 treatment in *Setdb1* KO mESCs was higher in genes in the B than in the A compartments (Supplementary Fig. 4e). Therefore, G9a/GLP-mediated H3K9me2 plays a more critical role in silencing of genes repressed by SETDB1 in the B than in the A compartments in mESCs.

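The edgeR list of UNC0642-treated mESCs being empty, the genes were taken from the fit with the replicate block and from DESeq2 on only the 4 libraries compared. Of the block list, 22 of 22 genes were at least 2-fold higher in Setdb1 KO than in WT mESCs (median log2 fold change 3.22), compared with a median of 36.4% (highest 68.2%) in 10000 random sets matched on expression. For the DESeq2 list it was 75 of 81 genes (92.6%, median 3.28; random sets 39.5%, highest 56.8%). The largest number came from DESeq2 on all 8 libraries, 89 genes. Both fold changes use the same WT libraries. Therefore, genes more than 10-fold higher than WT mESCs in 1 replicate of UNC0642-treated mESCs were also measured in the other replicate of Setdb1 KO mESCs. There, 95 of 161 genes chosen in replicate 1 (59.0%; matched random sets 20.5%, highest 34.2%) and 41 of 55 genes chosen in replicate 2 (74.5%; matched random sets 21.8%, highest 41.8%) were at least 2-fold higher. These random sets were matched on the mean over all libraries and the earlier ones on WT expression, so their shares cannot be compared. The paper compares lists obtained under inhibition of G9a/GLP and under loss of SETDB1. From the genes of the first list that also rose at least 2-fold under the second treatment, the paper proposes that most genes repressed through G9a/GLP-dependent H3K9me2 are regulated by SETDB1 as well.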

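In UNC0642-treated mESCs, 67 of the 112 genes upregulated in Setdb1 KO mESCs were at least 2-fold higher than in WT mESCs (59.8%, median log2 fold change 1.27; random sets matched on expression 38.4%, highest 51.8%). With the replicate block it was 136 of 206 genes (66.0%), and with DESeq2 on only the 4 libraries compared 121 of 198 genes, 178 of which were tested in UNC0642-treated mESCs. The number moved most with DESeq2 on all 8 libraries, to 146 genes, and was smallest with total counts normalization, 32 genes. By compartment, only the genes in the bins of chromosome 1 were compared. In A, 3 of 4 genes (E330020D12Rik, Gm17644, Mael and Rcsd1) were at least 2-fold higher, and in B the only gene, Sntg1, was (Fisher's exact p = 1, where the smallest p these numbers allow is 0.2). With the block, 3 of 6 genes in A and 2 of 2 genes in B were at least 2-fold higher (Fisher's exact p = 0.464, smallest possible 0.0357).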

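Between UNC0642-treated Setdb1 KO mESCs and Setdb1 KO mESCs, 0 genes were changed after adjustment and 720 genes had an unadjusted edgeR p under 0.05. At that threshold, 720 of 15313 tested genes are fewer than chance gives. With the replicate block 14 genes were upregulated. Of the genes of chromosome 1 upregulated in UNC0642-treated Setdb1 KO mESCs, those in B had a log2 fold change over Setdb1 KO mESCs of 1.57 ± 0.97 (mean ± SD, n = 7 genes) and those in A of 0.69 ± 0.41 (n = 7 genes). The difference was 0.89 (exact permutation p = 0.0239, 2-sided). With the block the values were 1.92 ± 1.15 in B (n = 16 genes) and 1.24 ± 0.93 in A (n = 12 genes), a difference of 0.67 (permutation p = 0.105). With DESeq2 on only the 4 libraries compared they were 2.19 in B and 1.07 in A (permutation p = 0.0175, n = 13 and 11 genes). The permutation treats genes as independent, which neighbouring genes are not. The paper states that the added upregulation is higher in B than in A genes, and from this and the preceding comparison it infers the relative weight of H3K9me2 from G9a/GLP in both compartments.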

To investigate the association between G9a/GLP-independent H3K9me2 and gene expression, we performed an integrative analysis of RNA-seq, H3K9me2 ChIP-seq, and H3K9me3 ChIP-seq data from WT and *Setdb1* KO mESCs treated or not treated with UNC0642. Both G9a/GLP-independent H3K9me2 and H3K9me3 were frequently found within 5 kb from the transcriptional start sites (TSSs) of upregulated genes in each condition (Fig. 4a). In addition, G9a/GLP-independent H3K9me2 covered both up- and downstream of TSSs of upregulated genes in *Setdb1* KO mESCs, whereas H3K9me3 covered only upstream of TSSs (Fig. 4b, c), suggesting that G9a/GLP-independent H3K9me2 is not just a transitional stage leading to H3K9me3. To determine whether SETDB1-dependent H3K9me2 functions as a transcriptional repressor, the expression of 280 genes marked with SETDB1-dependent H3K9me2 but no H3K9me3 around TSS was analyzed. H3K9me2 in *G9a/GLP* DKO mESCs was also enriched around these genes, which suggests that enrichment of H3K9me2 was not an artifact of the inhibitor (Supplementary Fig. 4f). Furthermore, as shown in Fig. 4d, the H3K9me2 on these genes was lower in *Setdb1* KO mESCs than in control cells. Thus, G9a/GLP-independent, SETDB1-dependent H3K9me2 is actually present in WT cells. Although these genes were not clearly marked with H3K9me3, they were upregulated in *Setdb1* KO mESCs both with or without UNC0642 (Fig. 4d, e). The upregulation of the three selected genes (*Nlrp4c, Gm4971*, and *Trpd52l3*) (Fig. 4f) in UNC0642-treated *Setcb1* KO mESCs was validated using qRT-PCR (Fig. 4g). Additive increased expression caused by UNC0642 treatment in *Setdb1* KO was observed for all three genes, consistent with the redundancy of G9a/GLP and SETDB1-mediated H3K9me2 in transcriptional silencing. These data support the idea that SETDB1-dependent H3K9me2 also has a role in transcriptional repression.

**Fig. 4:**
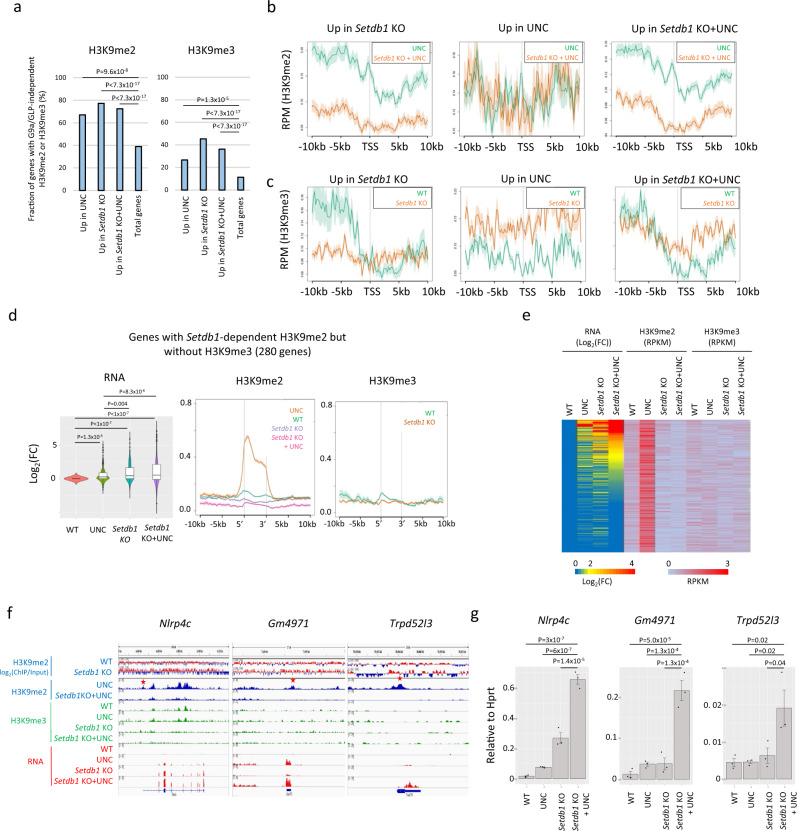
Function of G9a/GLP-independent H3K9me2 in transcriptional regulation. **a** Overlap of upregulated genes with G9a/GLP-independent H3K9me2 or H3K9me3 domains. The graph shows the fractions of upregulated genes in each condition that overlap with G9a/GLP-independent H3K9me2 domains or H3K9me3 domains within 5 kb of TSS. Significant enrichment of H3K9me2 around TSS was calculated by hypothesis testing for the difference in the population proportions using a function of prop.test in R. **b**, **c** Enrichment of H3K9me2 in WT or *Setdb1* mESCs treated with UNC0642 (**b**) and enrichment of H3K9me3 in WT or *Setdb1* KO mESCs (**c**) around upregulated genes in each condition. G9a/GLP-independent H3K9me2 is enriched from upstream of TSS to gene body of upregulated genes identified in *Setdb1* KO mESCs treated with or without UNC0642. This H3K9me2 is largely dependent on SETDB1. **d** Expression and H3K9 methylation profiles of genes with SETDB1-dependent H3K9me2 but without H3K9me3. The boxplot shows log2 fold change of expression. The Middle and right figures show the enrichment of H3K9me2 and H3K9me3 around the TSS in WT or *Setdb1* KO mESCs treated with or without UNC0642, respectively. **e** Heatmap of fold change of expression, H3K9me2 RPKM, and H3K9me3 RPKM in genes with H3K9me2 but without H3K9me3. H3K9me2 and H3K9me3 RPKM were calculated ~0.5 kb of the TSS. **f** Representative genes with G9a/GLP-independent H3K9me2 but without H3K9me3. H3K9me2, H3K9me3, and RNA-seq profiles of Nlrp4c, Gm4971, and Trpd52I3. H3K9me2 in WT and *Setdb1* KO mESCs shows as log_2_(ChIP/Input). Star mark represents SETDB1-dependent H3K9me2 around TSS. **g** qRT-PCR of representative genes shown in Fig. 4f. Bar graph shows the relative expression of these three genes in each condition (*N* = 3). *P* value was calculated by Dunnett’s test.

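Nlrp4c (chromosome 7, 6045161 to 6105150, plus strand) was at 1.74 ± 0.00671 CPM (mean ± SD, n = 2 libraries) in WT mESCs, 12.6 ± 8.96 in UNC0642-treated mESCs, 77.3 ± 11.9 in Setdb1 KO mESCs and 127 ± 83.2 in UNC0642-treated Setdb1 KO mESCs. Against WT mESCs its log2 fold change was 2.85 (SE 0.67, edgeR adjusted p = 0.345, with the replicate block 0.0722) in UNC0642-treated mESCs. It was 5.47 (SE 0.74, edgeR adjusted p = 0.0119, with the block 0.000643) in Setdb1 KO mESCs and 6.19 (SE 0.76, edgeR adjusted p = 0.00501, with the block 0.000240) in UNC0642-treated Setdb1 KO mESCs. Over Setdb1 KO mESCs its change was 0.72 (SE 0.60, edgeR adjusted p = 0.9999), between -0.18 and 1.30 when 1 library was left out. The interaction of both treatments was -2.13 on the log2 scale (edgeR unadjusted p = 0.0376, 0.113 after adjustment over 3 genes, with the block 0.0183). Nlrp4c has paralogs with which it can share reads. Gm4971 (chromosome 7, 73685494 to 73686601, minus strand, a processed pseudogene) was at 0.419 ± 0.224, 9.68 ± 3.26, 1.78 ± 1.67 and 29.4 ± 8.47 CPM in the same order. Its log2 fold change was 4.43 (SE 0.85, edgeR adjusted p = 0.212, with the block 0.0540), 2.01 (SE 0.81, edgeR adjusted p = 0.477, with the block 0.236) and 6.03 (SE 0.91, edgeR adjusted p = 0.00863, with the block 0.00111) against WT mESCs. In Setdb1 KO mESCs it was between 0.44 and 2.75 when 1 library was left out, and lowest without replicate 1 of Setdb1 KO mESCs. It was 4.02 (SE 0.81, edgeR adjusted p = 0.398, with the block 0.0511) over Setdb1 KO mESCs. Its interaction was -0.41 (edgeR unadjusted p = 0.704, with the block 0.955). Trpd52l3 (chromosome 19, 30003790 to 30006018, plus strand) had 0 and 1 counts in WT mESCs, 10 and 20 in UNC0642-treated mESCs, 0 and 0 in Setdb1 KO mESCs and 39 and 21 in UNC0642-treated Setdb1 KO mESCs. It was at least 13.0-fold higher in UNC0642-treated Setdb1 KO mESCs than in WT mESCs (edgeR adjusted p = 0.0490, with the block 0.0241). Here and over Setdb1 KO mESCs the bound uses the mean of replicates 1 and 2 (4.05 and 0.772 CPM). Replicate 1 carries most of it. In UNC0642-treated mESCs Trpd52l3 was at least 3.22-fold higher (edgeR adjusted p = 0.943, with the block 0.425). Over Setdb1 KO mESCs, its rise in UNC0642-treated Setdb1 KO mESCs was at least 16.5-fold (edgeR adjusted p = 0.476, with the block 0.137). DESeq2 on only the 4 libraries compared gave an adjusted p of 0.00372 for that rise and of 3.10e-05 for the rise of Gm4971 over Setdb1 KO mESCs. The interaction of Trpd52l3 was 4.31 (edgeR unadjusted p = 0.146, with the block 0.195), a value that rests on conditions with 0 counts. Counts thinned to the smallest library moved the edgeR adjusted p of Trpd52l3 in UNC0642-treated Setdb1 KO mESCs to 0.0529 and total counts normalization to 0.0760. In UNC0642-treated mESCs, DESeq2 on only the 4 libraries compared moved Gm4971 most (adjusted p = 2.58e-06), and gave Nlrp4c an adjusted p of 0.0134. Where both libraries of a condition lie above both of WT mESCs, 16.7% of genes without a difference do so by chance.

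**Figure D3:**
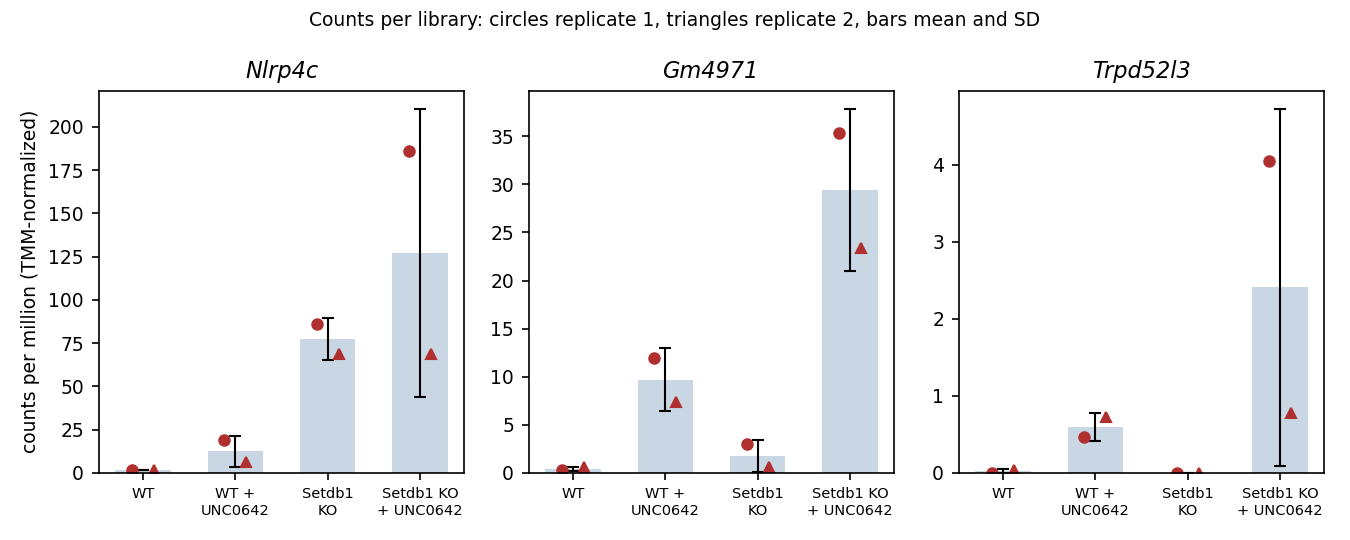
CPM of Nlrp4c, Gm4971 and Trpd52l3 in each library of the 4 conditions.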

### Correlation of decreased H3K9me2 with reorganization of the active compartment setting

To clarify whether H3K9me2 has a role in 3D genome organization, we performed Hi-C analysis for each H3K9 MTase-deficient mESC line, both with and without UNC0642 treatment, calculating compartment scores in bins of 100 kb. The Hi-C analysis showed an overall maintenance of compartment patterns in all samples (Fig. 5a), with more than 94% of compartment profiles conserved in all samples (Fig. 5b). Moreover, overall compartment scores did not differ significantly between samples (Supplementary Fig. 5a). To elucidate the effect of the H3K9me2 changes on the nuclear compartments more specifically, we compared the changes in H3K9me2 in UNC0642-treated mESCs and UNC0642-treated *Setdb1* KO mESCs to those of the compartment scores. The genomic regions with compartment scores increased by UNC0642 had decreased H3K9me2 levels (Fig. 5c) and decreased fractions of H3K9me2 domains (Fig. 5d). Consistent with this, genomic regions with decreased fractions of H3K9me2 domains had increased compartment scores (Fig. 5e). The regions with “B-to-A” conversion showed a decreased fraction of H3K9me2 domains (Fig. 5f) and those with decreased fractions of H3K9me2 domains frequently showed “B-to-A” conversions (Fig. 5g). The correlation between the changes in compartment score and H3K9me2 above was reproducible (Supplementary Fig. 5b–f). To validate whether the correlation between changes in compartment score and H3K9me2 actually occurred in *G9a/GLP* DKO mESCs, we reanalyzed recently published Hi-C and H3K9me2 ChIP-seq data from *G9a/GLP* DKO mESCs^30^. This correlation between increased compartment score and decreased H3K9me2 was also observed in *G9a/GLP* DKO mESCs (Supplementary Fig. 5b–f). A representative region showing the correlation between decreased H3K9me2 and increased compartment score is shown in Supplementary Fig. 5g. Finally, we investigated the correlation between gene activation and 3D genome organization. The genes upregulated in UNC0642-treated WT or *Setdb1* KO mESCs showed a significant increase in compartment scores (Fig. 5h). Therefore, decreased H3K9me2 correlated with the relocation of the target genes to more active compartments; moreover, this relocation is correlated with transcriptional activation, although the overall compartment pattern is maintained in H3K9me2-depleted cells (Fig. 5i).

**Fig. 5:**
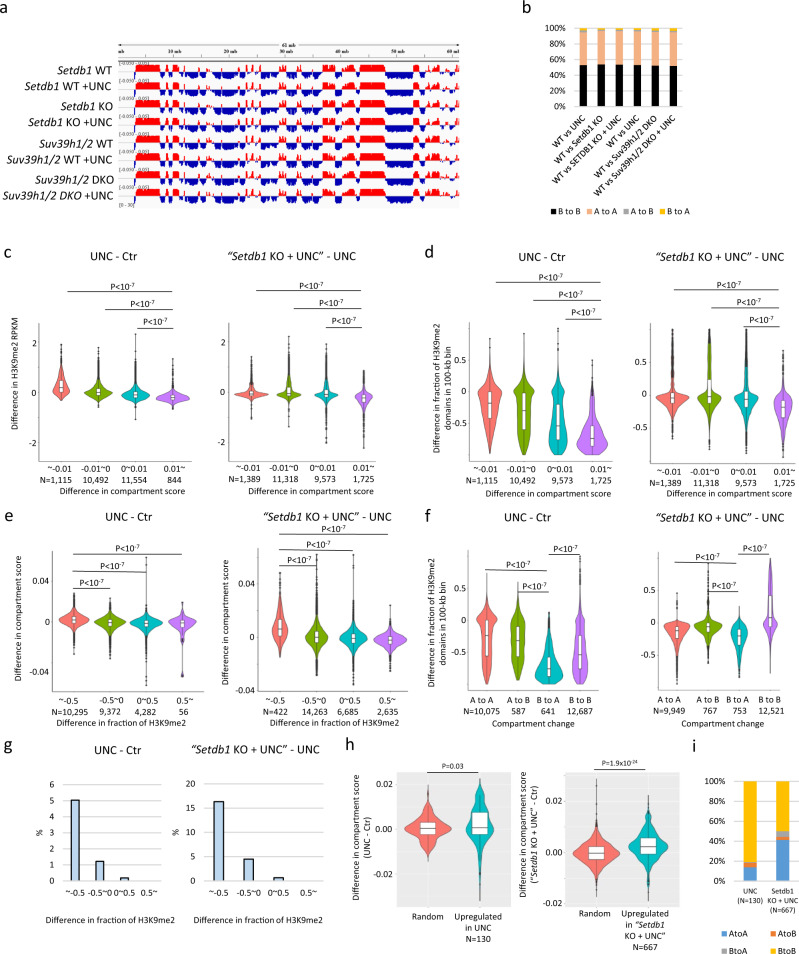
Correlation of decreased H3K9me2 and movement toward more active compartment. **a** Representative view of compartment score in each 100-kb bin in mESCs. The regions colored by red and blue represent the A and B compartments, respectively. **b** Compartment change in each condition. More than 94% of compartments are maintained in all conditions. **c** Violin plots showing differences in H3K9me2 RPKM in each 100-kb bin classified by a degree of compartment score changes in UNC0642-treated mESCs. *P* value was calculated by Tukey’s test. Statistics comparison was only shown between the bins with ≧ 0.01 (0.01~) difference in compartment score and others. **d** Violin plots showing differences in H3K9me2 domain fraction in each 100-kb bin classified by a degree of compartment score changes in UNC0642-treated mESCs. *P* value was calculated by Tukey’s test. Statistics comparison was only shown between the bins with ≧0.01 (0.01~) difference in compartment score and others. **e** Violin plots showing changes of compartment scores in each 100-kb bin classified by a degree of changes in H3K9me2 domain fraction in UNC0642-treated mESCs. *P* value was calculated by Tukey’s test. Statistics comparison was only shown between the bins with <−0.5 (~−0.5) difference in fraction of H3K9me2 and others. **f** Violin plots showing changes of fraction of H3K9me2 domain in 100-kb bin classified by change of compartment pattern in UNC0642-treated mESCs. *P* value was calculated by Tukey’s test. Statistics comparison was only shown between the bins classified “B to A” and others. **g** Bar graph showing the fraction of B to A compartment changes in each 100-kb bin classified by the difference in H3K9me2 domain fraction in UNC0642-treated mESCs. **h** Violin plot showing changes in compartment score around upregulated genes in UNC0642-treated mESCs and randomly selected genes. Increased compartment score is observed in upregulated genes in UNC0642-treated mESCs. *P* value was calculated by one-tailed Student’s *t* test. **i** Pattern of compartment changes in upregulated genes in UNC0642-treated mESCs.

Overall, this study demonstrated that H3K9me2 is regulated by different sets of H3K9 MTases between the A and B compartments and that G9a/GLP-independent H3K9me2 plays a role in efficient H3K9me2 recovery, transcriptional repression, and 3D genome organization (Fig. 6).

**Fig. 6:**
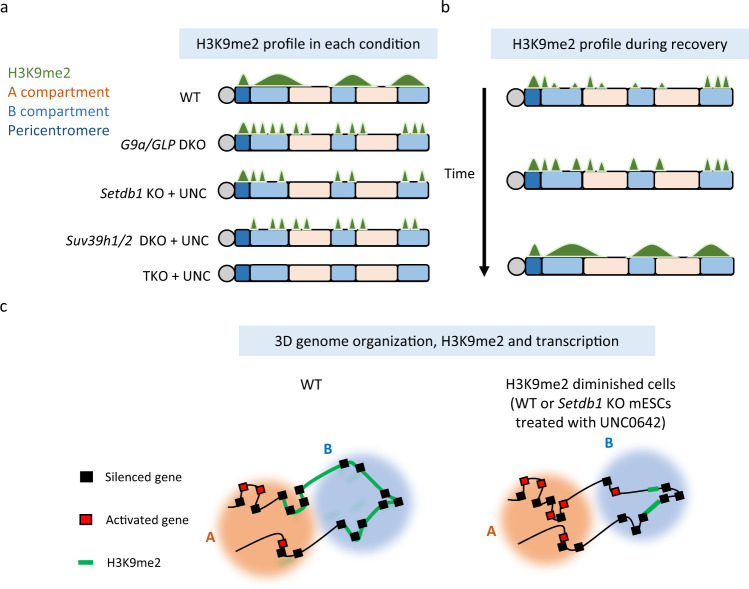
Summary of this study. **a** Although H3K9me2 (shown in green) is largely mediated by G9a/GLP in mESCs, some residual H3K9me2 is observed in *G9a/GLP* DKO mESCs. SETDB1 and SUV39H1/2 mediate G9a/GLP-independent H3K9me2 in a compartment-dependent manner. SETDB1 and SUV39H1/2 are essential for G9a/GLP-independent H3K9me2 in the A compartments (orange) and in pericentromeric satellite repeats (dark blue), respectively, whereas H3K9me2 in the B compartments (light blue) is mediated by both SETDB1 and SUV39H1/2 redundantly. **b** During H3K9me2 domain establishment after recovery from a UNC0642 treatment, H3K9me2 is recovered efficiently in regions with high G9a/GLP-independent H3K9me2. Thus, G9a/GLP-independent H3K9me2 might facilitate the efficient establishment of H3K9me2 domains. **c** We found that the reduction of H3K9me2 (WT or *Setdb1* KO treated with UNC0642) resulted in a movement toward a more active compartment setting, which was sometimes accompanied by transcriptional activation. Thus, we propose that G9a/GLP-independent H3K9me2 functions in H3K9me2 domain establishment, transcriptional repression, and 3D genome organization.

## Discussion

This study investigated the role of five different H3K9 MTases in H3K9me2 domain formation and the function of G9a/GLP-independent H3K9me2 in transcriptional repression and 3D genome organization. Although many studies have implicated the presence of G9a/GLP-independent H3K9me2 in mESCs and iMEFs^6,14,15^, its mechanism and function are unknown. G9a/GLP-independent H3K9me2 has been reported to be enriched in pericentromeric satellite repeats in mESCs^6,14^. It also has been observed in both H3K9me3-marked regions in mESCs and late-replicating domains in MEFs^15^. Therefore, it has been predicted that G9a/GLP-independent H3K9me2 is mediated by other H3K9 MTases, such as SETDB1 and SUV39H1/2.

We formally demonstrated that G9a/GLP-independent H3K9me2 is mediated by SETDB1 and SUV39H1/2. Surprisingly, the contribution of SETDB1 and SUV39H1/2 to H3K9me2 differed between nuclear compartments. SETDB1 was essential for G9a/GLP-independent H3K9me2 in the A compartments, whereas both SETDB1 and SUV39H1/2 mediate this process in the B compartments (Fig. 6a); however, it remains unknown why SUV39H1/2 function is restricted only to the B compartments. A mixture of heterochromatin protein 1 (HP1)-SUV39H1-TRIM28 complexes, H3K9me2, and three-marked nucleosomal arrays undergoes phase separation in vitro^31^. HP1 and SUV39H1 are enriched in DAPI-dense regions and form droplet-like structures in cultured cells^32^. Thus, one possible explanation for the SUV39H1 restriction to the B compartments is phase separation; another possible reason is the genomic distribution of SUV39H1/2-target regions. SUV39H1/2 represses LINE1 retrotransposon, and LINE1 is enriched in AT-rich isochores and gene-poor regions, consistent with the features of the B compartment^33^. Thus, the enrichment of LINE1 in B compartments might restrict SUV39H1/2 function in this location.

Heterochromatin has been shown to spread from nucleation sites. G9a and GLP can bind to H3K9me1 and H3K9me2 via their ankyrin repeat domain^28^, and GLP might pre-methylate nucleosomes and further methylate the premethylated neighboring nucleosomes^29^. We demonstrated that H3K9me2 reduction following UNC0642 treatment recovered more efficiently after inhibitor removal in regions with high G9a/GLP-independent H3K9me2 (Fig. 6b). However, we could not obtain crucial evidence of H3K9me2 spreads from G9a/GLP-independent H3K9me2 (Supplementary Fig. 3e). Thus, G9a/GLP-independent H3K9me2 facilitates efficient H3K9me2 recovery, but its spreading might be limited. The efficient recovery of genomic regions marked with G9a/GLP-independent H3K9me2 might be supported by ANK-domain-mediated pre-bound G9a/GLP to H3K9-methylated nucleosomes upon UNC0642 removal. We found that SETDB1 depletion resulted in no H3K9me2 recovery in mESCs (Supplementary Fig. 3c). The HP1-CAF1-SETDB1 complex monomethylates K9 on non-nucleosomal histone H3, and H3K9me1 is imposed during translation by SETDB1^34^. Thus, H3K9me1 on non-nucleosomal histone H3 mediated by SETDB1 may also provide a scaffold for G9a/GLP during H3K9me2 domain establishment. As H3K9me2 domains are established in intergenic regions in mouse oocytes by G9a, and the global H3K9me2 level is decreased in *Setdb1* KO oocytes^35^, SETDB1-mediated G9a/GLP-independent H3K9me2 and/or SETDB1-mediated non-nucleosomal H3K9me1 may be important for H3K9me2 domain establishment during gametogenesis.

In addition to H3K9me2 recovery, our transcriptome analysis demonstrated that G9a/GLP-independent H3K9me2 has a role in transcriptional repression. Some SETDB1-target genes harbor SETDB1-dependent H3K9me2 but not H3K9me3 (Fig. 4d–f). It is unknown why histone methylation patterns differ among SETDB1-target genes. As SETDB1 catalytic activity is regulated by ATF7IP and the monoubiquitylation of lysine 867 of the hSETDB1, monoubiquitylation of SETDB1 or ATF7IP enrichment at the target genomic regions might alter the catalytic activity of SETDB1^4,36^. Another possible mechanism to generate G9a/GLP-independent H3K9me2 is demethylation of H3K9me3 by H3K9 demethylase such as KDM4A^37^, and enrichment of SETDB1-dependent H3K9me2 without H3K9me3 downstream of TTSs of the SETDB1-target genes (Fig. 4b, c) might be caused by demethylation of H3K9me3.

Our Hi-C analysis showed that overall nuclear compartment patterns were maintained in all analyzed samples. However, decreased H3K9me2 upon UNC0642 treatment in mESCs correlated well with increased compartment scores (Fig. 5c–f). Therefore, we propose that H3K9 dimethylation contributes to the inactive compartment setting in mammals (Fig. 6c). Because UNC0642-treated *Setdb1* KO mESCs still possess H3K9me2 in the B compartments (Fig. 6a), but H3K9me2 and H3K9me3 are almost depleted in UNC0642-treated *Setdb1, Suv39h1/2* TKO mESCs and iMEFs, it will be of interest to analyze genome compartmentalization in this cell line in order to fully dissect the role of H3K9 methylation in this process.

## Methods

### Cell culture

We used previously established *Setdb1* cKO mESCs^8^, *G9a/GLP* DKO mESCs^7^, *G9a* KO mESCs^6^, *GLP* KO mESCs^7^, *Suv39h1/2* WT and DKO mESCs^10^, *Setdb1* KO iMEFs^25^, and *Suv39h1/2* DKO iMEFs^32^. mESCs were maintained in Dulbecco’s modified Eagle’s medium (DMEM, Sigma, D6429) containing 10% Knockout SR (Invitrogen, 10828-028), 1% fetal bovine serum (Biowest, S1820), MEM non-essential amino acids solution (Gibco, 11140-050), 0.1% LIF and 2-mercaptoethanol (Nacalai tesque, 21417-52) described as ES medium hereafter). Mouse embryonic fibroblasts were maintained in DMEM (Nacalai tesque, 08458-16) containing 10% fetal bovine serum (Biosera, FB1061), MEM non-essential medium, and 2-mercaptoethanol (Nacalai tesque, 21417-52). To inhibit G9a/GLP catalytic activity, mESCs and iMEFs were cultured for 3 days with 2 μM UNC0642. For KO of *Setdb1* in mESCs, *Setdb1* cKO mESCs were cultured for 5 days with 800 nM 4-OHT, whereas *Setdb1* cKO/*Suv39h1/*2 DKO mESCs were cultured for 7 days with 800 nM 4-OHT.

### Establishment of *Setdb1*, *Suv39h1/2* TKO cells

*Setdb1* cKO/*Suv39h1/2* DKO mESCs: *Setdb1* cKO mESC, #33-6^8^ was transfected with the following four gRNAs: 1. *Suv39h1* exon 3 upstream in PL-CRISPR.EFS.tRFP (Addgene, #57819), 2. *Suv39h2* exon 4 downstream in pKLV2-U6.gRNA (Bbs1)-PGK.puro-BFP^38^, 3. *Suv39h2* exon 3 in PL-CRISPR.EFS.tRFP, 4. *Suv39h2* exon 4 in pKLV2-U6.gRNA (Bbs1)-PGK.puro-BFP. Three days after the transfection, BFP and RFP double-positive cells were sorted by flow cytometry (BD FACSAria). From the sorted cells, *Suv39h1/2* DKO mES clone #4 was identified using PCR and western blotting. Partial deletion of SUV39H1/2 SET domains was validated by RNA-seq analysis (Supplementary Fig. 1k). For making *Setdb1*, *Suv39h1/2* TKO mESCs, *Setdb1* cKO/*Suv39h1/2* DKO mESCs were treated with 800 mM 4-OHT for 7 days as described.

*Setdb1*, *Suv39h1/2* TKO iMEFs: *Setdb1* KO iMEFs ^25^were transfected with *Suv39h1* exon 4 gRNA in pKLV2-U6.gRNA(Bbs1)-PGK.puro-BFP and *Suv39h2* exon 4 upstream and downstream gRNAs in pX330-BB^39^ and selected with puromycin. From the puromycin-resistant cells, *Setdb1*, *Suv39h1* DKO iMEF clone #27 was identified by Western blot analysis. Then, *Suv39h1* KO clone #27 was further transfected with *Suv39h2* exon 3 gRNA in pL-CRISPR.EFS.tRFP and pKLV2-U6.gRNA(Bbs1)-PGK.puro-BFP and selected with Puromycin again. From the puromycin-resistant cells, *Setdb1, Suv39h1*/*2* TKO KO cell clone #27-34 was identified by Western blot analysis. CRISPR-Cas9 mediated *Suv39h1* and *2* gene mutations were confirmed by DNA sequencing analysis (Supplementary Fig. 2e).

### Native ChIP

At least 2 × 10^5^ cells were lysed in 50 µl Buffer 1 (60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, 15 mM Tris-HCl (pH7.5), 0.3 M Sucrose, 0.5 mM DTT, and protease inhibitors (Nacalai tesque, 04080-11), then were added 50 µl Buffer2 (Buffer 1 + 1% NP40) to the sample. After the incubation for 10 min on ice, the sample was added 800 µl Buffer 3 (60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EGTA, 15 mM Tris-HCl (pH7.5), 1.2 M Sucrose, 0.5 mM DTT, and protease inhibitors). After centrifugation at 9000 rpm for 10 min at 4°C, the sample was added 100 µl MNase buffer (0.32 M Sucrose, 50 mM Tris-HCl (pH7.5), 4 mM MgCl_2_, 1 mM CaCl_2_, and phenylmethylsulfonyl fluoride (PMSF)) followed by incubation for 20 min at 37 °C with 0.3 U MNase (TAKARA, 2910 A). After the incubation, the reaction was stopped by 10 µl 0.5 M EDTA. After centrifugation at 15,000 rpm for 10 min at 4°C, the supernatant was added 900 µl Incubation buffer (50 mM NaCl, 20 mM Tris-HCl (pH7.5), 5 mM EDTA, 0.01% NP40, ad PMSF). In all, 10% of the sample was used for input, and the remains proceeded the following procedure. The sample was mixed with the antibody-beads complex which was formed by incubation of 20 µl protein A/G beads (Santa Cruz, sc-2003) with antibody in Incubation buffer on ice for 1 h. After rotating for overnight at 4°C, the complex was washed by 500 µl Wash buffer A (75 mM NaCl, 50 mM Tris-HCl (pH7.5), 10 mM EDTA, and 0.01% NP40), 500 µl Wash buffer B (100 mM NaCl, 50 mM Tris-HCl (pH7.5), 10 mM EDTA, and 0.01% NP40), and 500 µl wash buffer C (175 mM, 50 mM Tris-HCl (pH7.5), 10 mM EDTA, and 0.01% NP40). The ChIP DNA was eluted by RNase and Protease treatment followed by DNA purification using PCR purification kit (QIAGEN).

### Western blotting

In brief, cells were suspended in radioimmunoprecipitation buffer (50 mM Tris-HCl (pH 8.0), 420 mM NaCl, 0.5% sodium deoxycholate, 0.1% Sodium dodecyl sulfate, 1% NP40) and sonicated. The extract was incubated for 30 min on ice, and then incubated at 95 °C for 5 min. The extract was loaded and run on sodium dodecyl-sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gel as standard protocols. For histone proteins, intensity was analyzed by OdysseyR CLx Imagins System (LI-COR).

### Mass spectrometry analysis for H3K9 methylation

Histones were prepared by the acid-extraction method as previously described^6^. The samples were subjected to SDS-PAGE and stained with Coomassie blue. The protein bands corresponding to histone H3 were excised from the gel and were digested with *Achromobacter* protease I (Lys-C) in gel. The digests were performed nano-liquid chromatography—tandem mass spectrometry using EASY-nLC 1200 liquid chromatography (Thermo Fisher Scientific) connected to Q-Exactive HFX mass spectrometer equipped with nanospray ion source (Thermo Fisher Scientific). Peptides containing the digests were separated with a linear gradient of 0-100%B buffer in A buffer (A:0.1% formic acid, B:80%acetonitrile/0.1%formic acid) for 20 min with a reversed-phase column (NTCC analytical column, C18, φ75 μm × 150 mm, 3 μm; Nikkyo Technos, Japan). MS and MS/MS data were acquired using a data-dependent TOP 10 method. Protein quantification was performed with Proteome Discoverer 2.4. (Thermo Fisher Scientific) using a sequence database search node as a MASCOT program 2.7 (Matrix Science) with following parameters, Database: Histone 130611 (66 sequences; 15002 residues), Enzyme: Lys-C/P, Variable modifications: Acetyl (Protein N-term),Oxidation (M),Gln->pyro-Glu (N-term Q),Acetyl (K),Methyl (K),Trimethyl (K),Dimethyl (K), Mass values: Monoisotopic, Protein Mass: Unrestricted, Peptide Mass Tolerance: ±15 ppm, Fragment Mass Tolerance: ±30 mmu, Max Missed Cleavages: 3, Instrument type: ESI-TRAP. Protein methylation rates were obtained peak areas of selected ion chromatograms that are the tetra charged protonated molecules at m/z 381.9706 (methyl), m/z 385.4745 (dimethyl), and m/z 388.9784 (trimethyl) of “QTARKSTGGKAPRK”-related peptides (1xAcetyl [K10]; 1xGln->pyro-Glu [N-Term]; 1xmethylations [K5]) using Qual Browser (Thermo xcalibur 4.1.50, Thermo Fisher Scientific) with ±15-ppm width.

### RT-qPCR

RNA was isolated by RNeasy Plus Mini Kit (Qiagen) following manufacturer’s instructions. cDNA synthesis was performed with Omniscript RT Kit (Qiagen). qPCR was carried out using Power SYBR Green PCR Master Mix (ThermoFisher Scientific) on StepOnePlus^TM^ (ThermoFisher Scientific). The signals were normalized relative to *Hprt*. All qPCR data are represented as the mean ±standard deviation of three biological replicates.

### Preparation of ChIP-seq library

The ChIP DNA was fragmented by Picoruptor (Diagenode) for 10 cycles of 30 s on, 30 s off. Then, ChIP library was constructed by KAPA Hyper Prep Kit (KAPA BIOSYSTEMS) and SeqCap Adapter Kit A (Roche) or SMARTER ThruPLEX DNA-seq kit (TAKARA) and SMARTer DNA Unique Dual Index Kit (TAKARA) according to manufacturer instructions. The concentration of the ChIP-seq library was quantified by KAPA Library quantification kit (KAPA BIOSYSTEMS). ChIP-sequencing was performed on a HiSeq X platform (Illumina). We performed two biological replicates for H3K9me2 ChIP-seq and correlation between replicates as described in Supplementary Table 1.

### Preparation of RNA-seq library

In all, 500 ng of total RNA was used for RNA-seq library construction. RNA-seq library was constructed by KAPA mRNA Hyper Prep Kit (KAPA BIOSYSTEMS) and SeqCap Adapter Kit (Roche) according to manufacturer’s instructions. The concentration of the RNA-seq library was quantified by KAPA Library quantification kit (KAPA BIOSYSTEMS). mRNA sequencing was performed on a HiSeq X platform (Illumina). We performed two biological replicate for RNA-seq and correlation between replicates as described in Supplementary Table 1.

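Across all 24062 genes, the Pearson correlation of log2(CPM + 1) between replicates was 0.971 in WT mESCs, 0.972 in UNC0642-treated mESCs, 0.970 in Setdb1 KO mESCs and 0.964 in UNC0642-treated Setdb1 KO mESCs. These are correlations across genes, which are not independent replicates. Restricting them to genes with at least 10 counts moved the correlations most, to 0.921, 0.939, 0.937 and 0.915. Between different conditions, libraries with the same replicate number correlated at 0.952 to 0.989 (median 0.978, 12 pairs) and libraries with different numbers at 0.937 to 0.967 (median 0.960).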

### Preparation of HiC-seq library

Hi-C experiments were performed as previously described^40,41^, based on DpnII enzyme (4-bps cutter) using 2 × 10^6^ fixed cells. Hi-C libraries were subject to paired-end sequencing (150 base pair (bp) read length) using HiSeq X Ten. Detailed protocol for HiC-seq library preparation is available at Protocols.io (https://www.protocols.io/view/iconhi-c-protocol-ver-1-0-4mjgu4n). We performed two biological replicates for Hi-C seq and correlation between replicates as described in Supplementary Table 1.

### Hi-C data processing and A/B compartment calculation

Hi-C data processing was done by using Docker for 4DN Hi-C pipeline (v43, https://github.com/4dn-dcic/docker-4dn-hic). The pipeline includes alignment (using the mouse genome, mm10) and filtering steps. After filtering valid Hi-C alignments,*.hic* format Hi-C matrix files were generated by Juicer Tools^42^ using the reads with MAPQ > 10. The A/B compartment (compartment score) profiles (in 100-kb bins) in each chromosome (without sex chromosome) were calculated from*.hic* format Hi-C matrix files (intrachromosomal KR normalized Hi-C maps) by Juicer Tools^42^ as previously described^43^.

### Mapping and domain identification of ChIP-seq data

Adaptor sequences in reads were trimmed using Trim Galore version 0.3.7 (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Then trimmed reads were aligned to the mm10 genome build using bowtie version 0.12.7^44^ with default parameters. Duplicated reads were removed using samtools version 0.1.18^45^. Enriched or depleted status of H3K9me2 in each 2 kb was determined by *Hiddendomains* and continuous H3K9me2 enriched 2 kb regions was connected as H3K9me2 domain with some modifications: the option of Bin size and max.read.count was 2000 bp and 150, respectively. Read number in each bin was normalized by the following formula to adjust difference in read number among samples. Normalized read number = read number × 30,000,000/total read number. For the hidden Markov parameter to determine enriched and depleted states, the average parameter among chromosomes rather than the parameter calculated by each chromosome was used, because very few domains were identified in some chromosomes. Loss of H3K9me2 domains was identified using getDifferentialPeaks in Homer (fold change ≥ 4 and *P* value ≤ 0.0001). Conserved H3K9me2 domains ware the domains where was identified also in a sample and were not identified as lost domains.

### Classification of ChIP-seq regions by the timing of H3K9me2 recovered

RPKM of each 10-kb bin was calculated and the RPKM was converted to *z* score. The 10-kb bin where *Z* score increased by 0.3 or more at 32 h, 48 h, and 72 h from 0 h was annotated as early, middle, and late, respectively.

### Identification of genes with *Setdb1*-dependent H3K9me2 but without H3K9me3 from ChIP-seq data

Genes that satisfy the following criteria are extracted: 1. H3K9me2 domains are located within 0.5 kb of TSS in UNC0642-treated mESCs, but not in UNC0642-treated *Setdb1* KO mESCs. 2. H3K9me3 domains are not located within 0.5 kb of TSS in any condition. 3. H3K9me2 RPKM in UNC0642-treated mESCs ~0.5 kb of TSS is >1, and that in UNC0642-treated *Setdb1* KO mESCs is <1. 4. H3K9me3 RPKM ~0.5 kb of TSS is less than one in any condition.

### Handling ChIP-seq biological replicate data

We performed two biological replicates for H3K9me2 ChIP-seq except for H3K9me2 recovery. The correlation of biological replicates was described in Supplementary Table 1. Because correlation between replicates was high and compartment-dependent regulation of H3K9me2 by *Setdb1* and *Suv39h1/2* was reproducible, H3K9me2 domain analysis was performed on replicate 1 data. For visualizing ChIP-seq data, we also used replicate 1 data.

### RNA-seq analysis

Raw FastQ data were trimmed with Trim Galore (v0.3.7, default parameters) (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and mapped to the mouse GRCm38 genome assembly using TopHat (v2.1.1)^46^. After read mapping, mapped reads were analyzed by TEtranscripts (v1.4.11, default parameters)^47^. 

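The TEtranscripts output holds a count per gene and per transposable element subfamily, each subfamily summed over all its copies, so single copies cannot be read from it. Subfamilies took 3.70% and 2.77% of the counts in replicates 1 and 2 of WT mESCs. The same values were 5.46% and 3.93% in UNC0642-treated mESCs, 11.7% and 9.22% in Setdb1 KO mESCs, and 17.1% and 11.4% in UNC0642-treated Setdb1 KO mESCs.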

We performed two biological replicates for RNA-seq and identified DE genes by DESeq2 (adj. *P* value < 0.05, FC > 10)^48^. Average expression levels of replicates were used for the downstream analysis.

### Visualization of NGS data

The Integrative Genomics Viewer was used to visualize NGS data. Enrichment of H3K9me2/H3K9me3 enrichment in specified regions was visualized by ngsplot. Scatter plot analysis, principal component analysis boxplot and violin plot analysis were performed by R script.

### Immunofluorescence analysis

In all, 2 × 10^4^ cells were seeded on laminin-coated 12-well Chamber (Ibidi) the day before fixation. The cells were fixed with 4% paraformaldehyde for 10 min at room temperature, permeabilized with 0.1% Triton X-100 for 10 min, blocked with 3% bovine serum albumin 0.1% Tween20 in phosphate-buffered saline and incubated overnight with primary antibodies at 4 °C. Anti-mouse IgG conjugated with Alexa Fluor 568 (ThermoFisher Scientific) or anti-rabbit IgG conjugated with Alexa Fluor 488 (ThermoFisher Scientific) were used as secondary antibodies. The nuclei were counterstained with DAPI, observed under fluorescence microscopy and analyzed Olympus FluoView^TM^ FV3000 (Olympus).

### Antibodies

For western blotting, antibodies specific for histone H3 (07-690, EMD Millipore), H3K9me3 (2F3)^49^, H3K9me2 (6D11^50^ and 39754, Active Motif), histone H3 for Supplementary Fig. 2g (96C10, Cell Signaling), SETDB1 (Cp10377, Cell Applications), SUV39H1 (#8729, CST), SUV39H2 (LS-116360, LSBio), G9a (A8620A)^7^ and GLP (B0422B)^7^ were used as primary antibody. For histone proteins, IRDye 800CW Goat anti-Mouse IgG (926-32210, LI-COR) and IRDye 680RD Goat anti-Rabbit IgG (926-68071, LI-COR) were used as secondary antibody. For non-histone proteins, HRP-linked anti-Rabbit IgG (NA934, GE Healthcare) and HRP-linked anti-Mouse IgG (NA931, GE Healthcare) were used as secondary antibody. For immunofluorescence analysis, H3K9me2 (6D11), H3K9me3 (39161, Active Motif) were used for primary antibody, and Goat anti-Mouse IgG Alexa Fluor 568 (A-11031, Invitrogen) and Goat anti-Rabbit IgG Alexa Fluor 488 (A-11034) were used for secondary antibody. For ChIP analysis, antibodies specific for H3K9me3 (2F3) and H3K9me2 (6D11) were used. Specificity of antibodies for H3K9me2 and H3K9me3 were previously reported^49,50^.

### Oligonucleotides

Oligonucleotide sequences for PCR primers and production of gRNA targeting vectors are listed in Supplementary Tables 2 and 3, respectively.

### Statistics and reproducibility

The data presented as mean ± SEM were tested for significance in the paired *t* test. Post hoc tests were conducted using the Dunnett or Tukey. All error bars represent SEM were calculated as $$\frac{{\rm{std}}({\it{x}})}{\surd {\it{n}}}$$ for numeric variables. All western blotting and qPCR were performed for three times. IF experiments were repeated twice. H3K9me2 ChIP-seq, RNA-seq, and Hi-C were repeated twice, except for H3K9me2 recovery experiment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary File

Supplementary Data 1

Reporting Summary

## Data Availability

Source data for main figures have been provided in Supplementary Data 1. All reads from the RNA-seq, ChIP-seq, and Hi-C experiments generated in this study have been submitted to Gene Expression Omunibus under accession number GSE169106. Read number of NGS data are listed in Supplementary Table 4. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium with the dataset identifier PXD024756. H3K9me2 ChIP-seq and Hi-C data from *G9a/Glp* DKO mESCs are available from GEO under accession number GSE138102^30^.

# Supplementary material for: Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases
**Source:** Commun Biol. 2021 May 13;4:571. doi: 10.1038/s42003-021-02089-y
**Supplement:** Supplementary file 2 — Supplementary Information

# Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases

Kei Fukuda, Chikako Shimura, Hisashi Miura, Akie Tanigawa, Takehiro Suzuki, Naoshi Dohmae, Ichiro Hiratani and Yoichi

Shinkai

## *Supplementary Materials*

### Contents

|                                                                                                     |  |
|-----------------------------------------------------------------------------------------------------|--|
| Supplementary Fig. 1 Characterization of SETDB1 and SUV39H1/2 dependent H3K9me2 region in mESCs..2  |  |
| Supplementary Fig. 2 Characterization of SETDB1 and SUV39H1/2 dependent H3K9me2 region in iMEFs...5 |  |
| Supplementary Fig. 3 Recovery of H3K9me2 after the UNC0642 treatment.....7                          |  |
| Supplementary Fig. 4 Function of G9a/GLP-independent H3K9me2 in transcriptional regulation.....8    |  |
| Supplementary Fig. 5 Correlation of decreased H3K9me2 and active compartment formation.....9        |  |
| Western blotting data .....12                                                                       |  |
| Supplementary Table 1 Correlation between replicate in RNA-seq, ChIP-seq, Hi-C seq.....14           |  |
| Supplementary Table 2 Primer list for ChIP-qPCR. qRT-PCR and genotyping.....15                      |  |
| Supplementary Table 3 Oligonucleotide for gRNA vector construction.....16                           |  |
| Supplementary Table 4 Sumary of NGS data set.....17                                                 |  |

# Supplementary Fig. 1

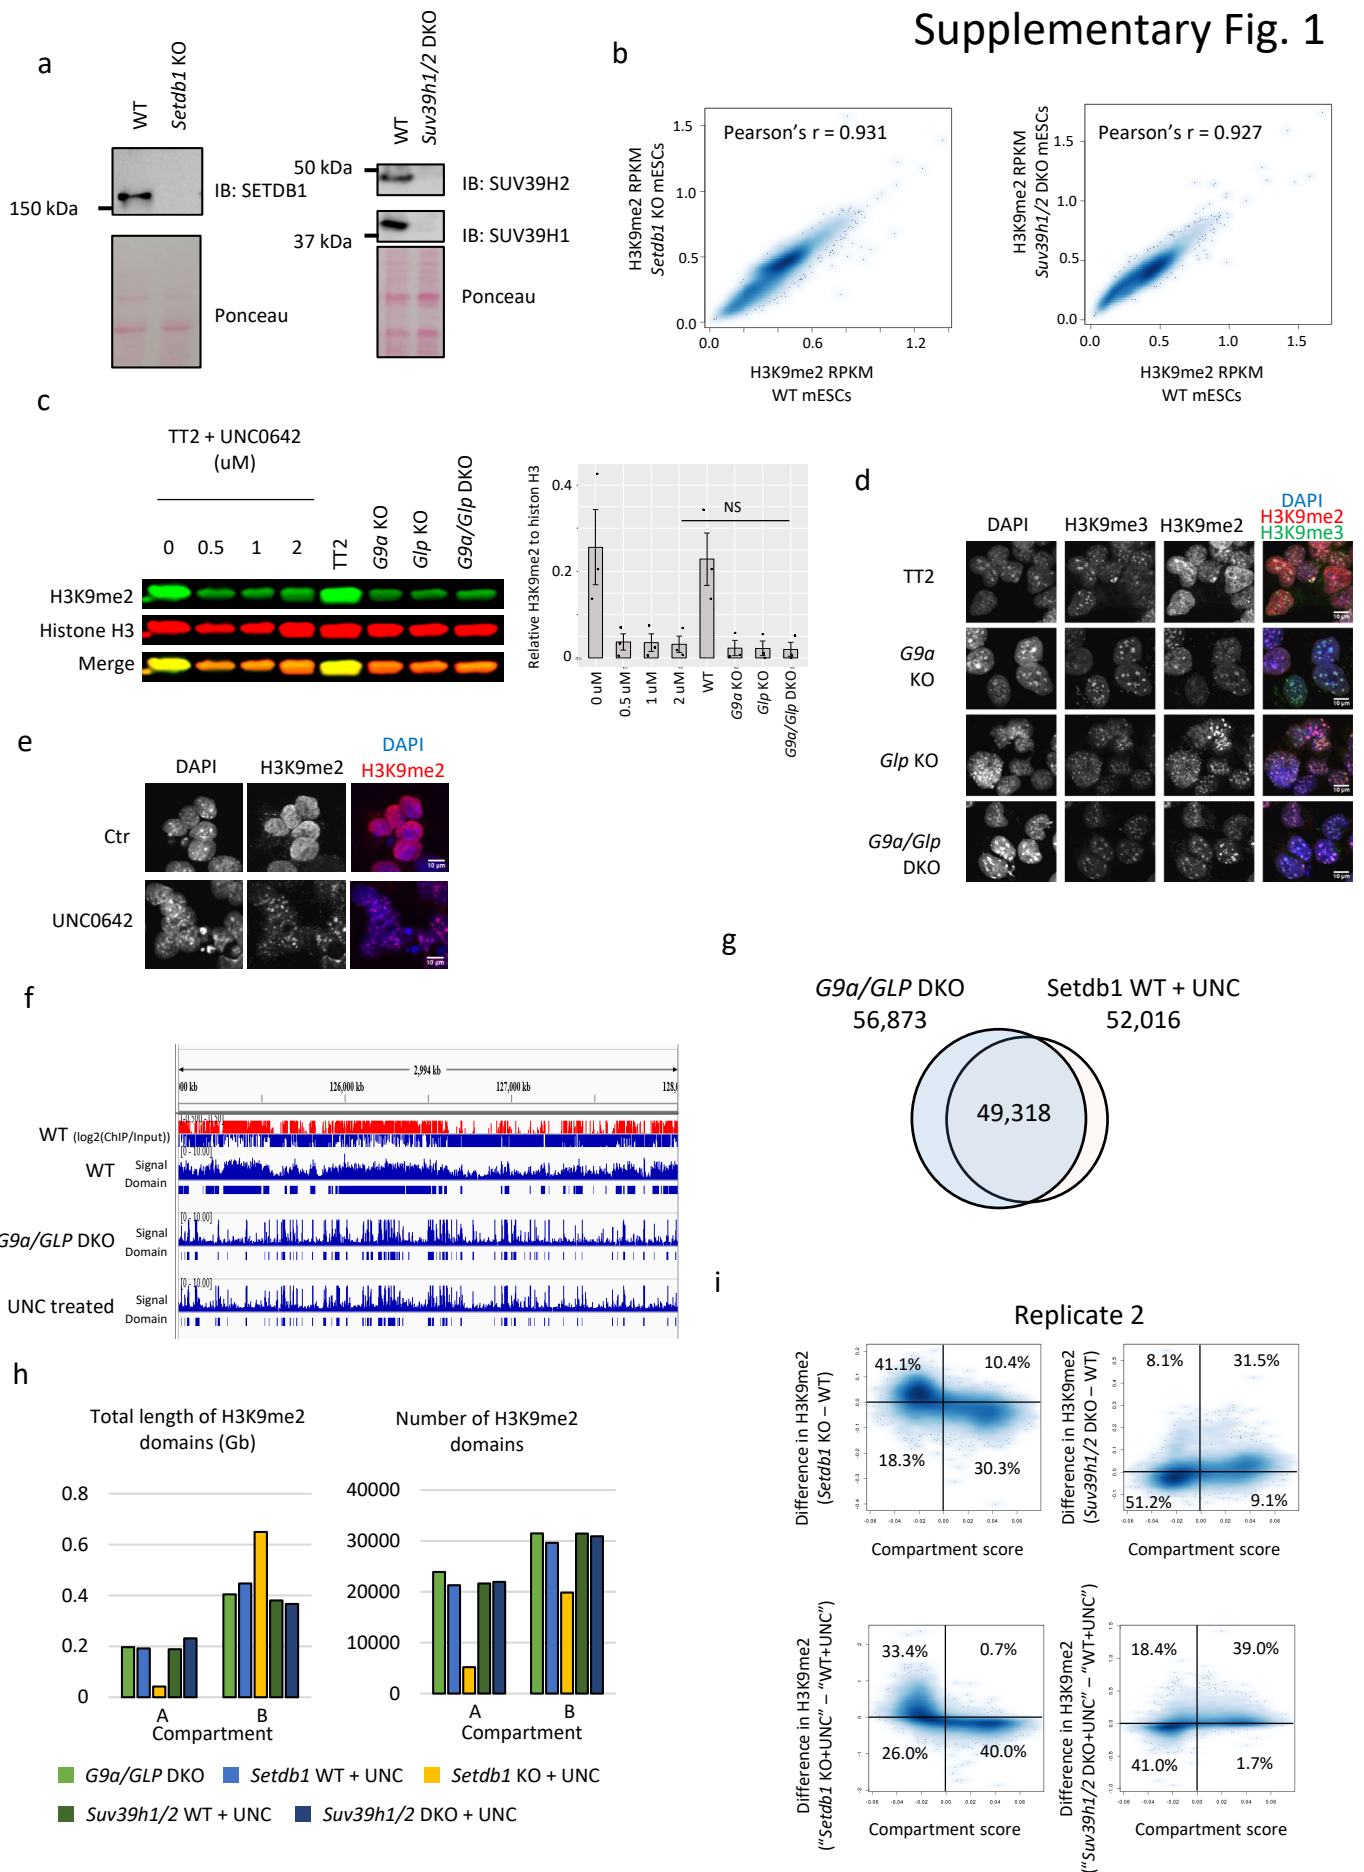

j

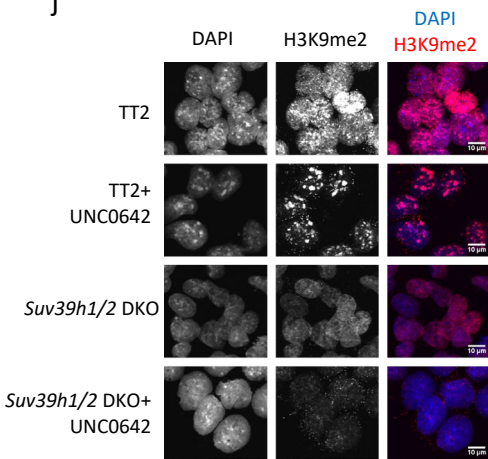

k

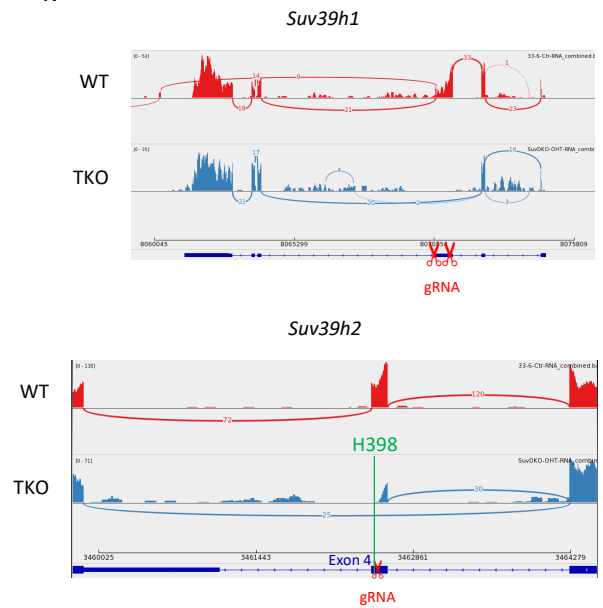

l

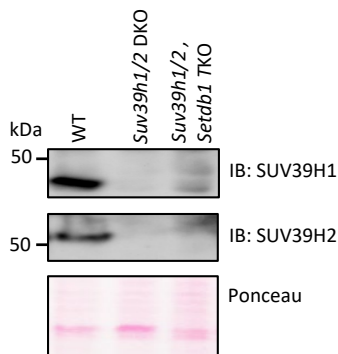

m

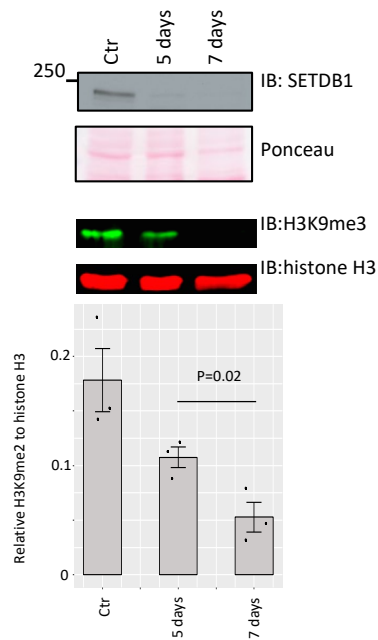

n

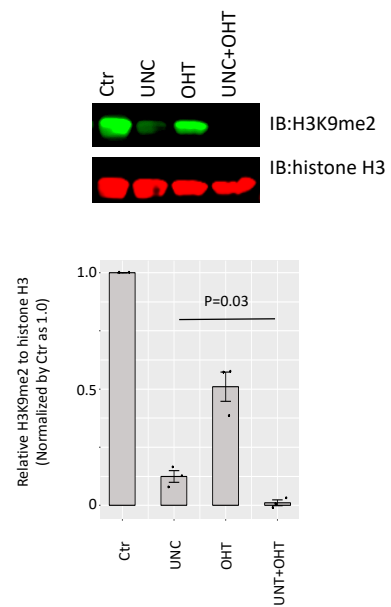

o

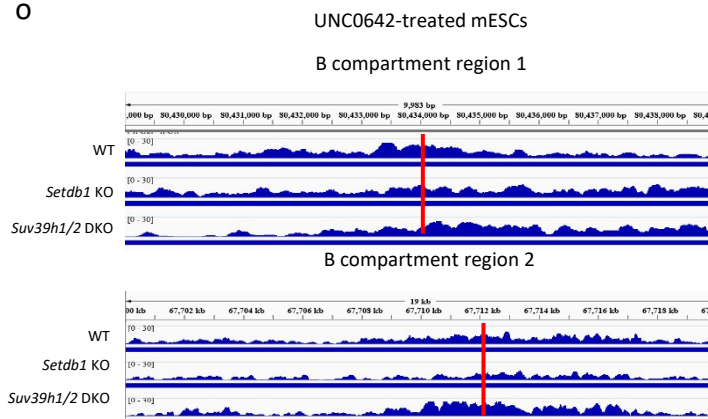

### Supplementary Fig. 1

**a** Validation of *Setdb1* KO and *Suv39h1/2* DKO mESCs by western blotting. SETDB1 protein is not detectable five days after 4-OHT treatment in *Setdb1* cKO mESCs. **b** Comparison of H3K9me2 RPKM in 80-kb bins between before and after OHT-treatment of *Setdb1* cKO mESCs (#33-6)[8] (WT vs *Setdb1* KO) or WT and *Suv39huv39h1/2* KO mESCs. H3K9me2 profiles are not changed largely in *Setdb1* or *Suv39h1/2* KO mESCs. Darker blue represents higher dot density. **c** Western blotting analysis of H3K9me2 in *G9a/GLP* KO mESCs and UNC0642-treated mESCs. UNC0642 treatment for three days reduces H3K9me2 to levels comparable to *G9a* and/or *GLP* KO mESCs. . Bar graph shows amounts of H3K9me2 relative to histone H3. Data are mean  $\pm$  SEM;  $n = 3$ . NS:  $P > 0.05$ . Statistics comparison was only shown between TT2 (TT2) treated with 2uM of UNC0642 and *G9a/GLP* DKO KO mESCs. P-value was calculated by paired Student's t-test. **d** Immunofluorescence analysis of H3K9me2/3 in *G9a/GLP* KO mESCs. While H3K9me2 is localized in the entire nucleoplasm in WT mESCs, it is enriched in DAPI-dense loci in *G9a/GLP* KO mESCs. IF analysis was performed for 2 times. All scale bars represent 10  $\mu$ m. **e** Immunofluorescence analysis of H3K9me2 in UNC0642-treated mESCs. Consistent with *G9a/GLP* KO mESCs, H3K9me2 is enriched in DAPI-dense loci in UNC0642-treated mESCs. IF analysis was performed for 2 times. All scale bars represent 10  $\mu$ m. **f** A representative view of H3K9me2 ChIP-seq data in WT, *G9a/GLP* DKO and UNC0642-treated mESCs. Blue boxes represent H3K9me2 domains identified by *Hiddendomains*. The size of H3K9me2 domains in *G9a/GLP* or UNC0642-treated mESCs are smaller than those in WT mESCs. **g** An overlap of H3K9me2 domains between *G9a/GLP* DKO mESCs and UNC0642-treated mESCs. 94.8% of H3K9me2 domains in UNC0642-treated mESCs is overlapped with those in *G9a/GLP* DKO mESCs. **h** The length and the number of H3K9me2 domains in *G9a/GLP* DKO or UNC0642-treated mESCs. In UNC0642-treated *Setdb1* KO mESCs, both the total length and the number of H3K9me2 domains in the A compartments are decreased. **i** Scatter plot of compartment score in WT mESCs versus changes of H3K9me2 RPKM in *Setdb1* or *Suv39h1/2* DKO mESCs treated with or without UNC0642 from biological replicate data. **j** Immunofluorescence analysis of H3K9me2 in UNC0642-treated *Suv39h1/2* DKO mESCs. H3K9me2 enrichment in DAPI-dense loci observed in UNC0642-treated mESCs is lost in UNC0642-treated *Suv39h1/2* DKO mESCs. IF analysis was performed for 2 times. All scale bars represent 10  $\mu$ m. **k** Validation of *Suv39h1* and 2 mutation in TKO mESCs by RNA-seq analysis. Sashimi-plot was generated by Integrative Genome Viewer. Exon 3 of *Suv39h1* is completely deleted in TKO mESCs. *Suv39h1* is X-linked gene and one copy in the TKO mESC (male). H398 of *SUV39H2*, which is an essential for the methyltransferase activity, is removed from the *Suv39h2* transcripts. **l** Validation of *Suv39h1/2* KO in *Setdb1/Suv39h1/2* TKO mESCs by western blotting. **m** Validation of *Setdb1* KO and H3K9me3 loss by western blotting in TKO mESCs. five days after 4-OHT treatment is not enough to SETDB1 and H3K9me3 depletion. SETDB1 and H3K9me3 are not detectable seven days after 4-OHT treatment. Bar graph at the bottom shows amounts of H3K9me3 relative to histone H3. Data are mean  $\pm$  SEM;  $n = 3$ . Statistics comparison was only shown between *Setdb1* cKO mESCs treated with 4-OHT for five days and seven days. P-value was calculated by paired Student's t-test. **n** Validation of H3K9me2 loss in *Setdb1/Suv39h1/2* TKO mESCs by western blotting. H3K9me2 is not detectable in UNC0642-treated TKO mESCs 7 days after 4-OHT treatment. Bar graph represents relative H3K9me2 to histone H3, normalized by control sample as 1.0. Data are mean  $\pm$  SEM;  $n = 3$ . P-value was calculated by paired Student's t-test. **o** Representative B compartment regions in which H3K9me2 remains in both *Setdb1* KO and *Suv39h1/2* DKO mESCs treated with UNC0642. Red bars indicate a region analyzed by ChIP-qPCR in Figs. 1m and 2g.

Supplementary Fig. 2

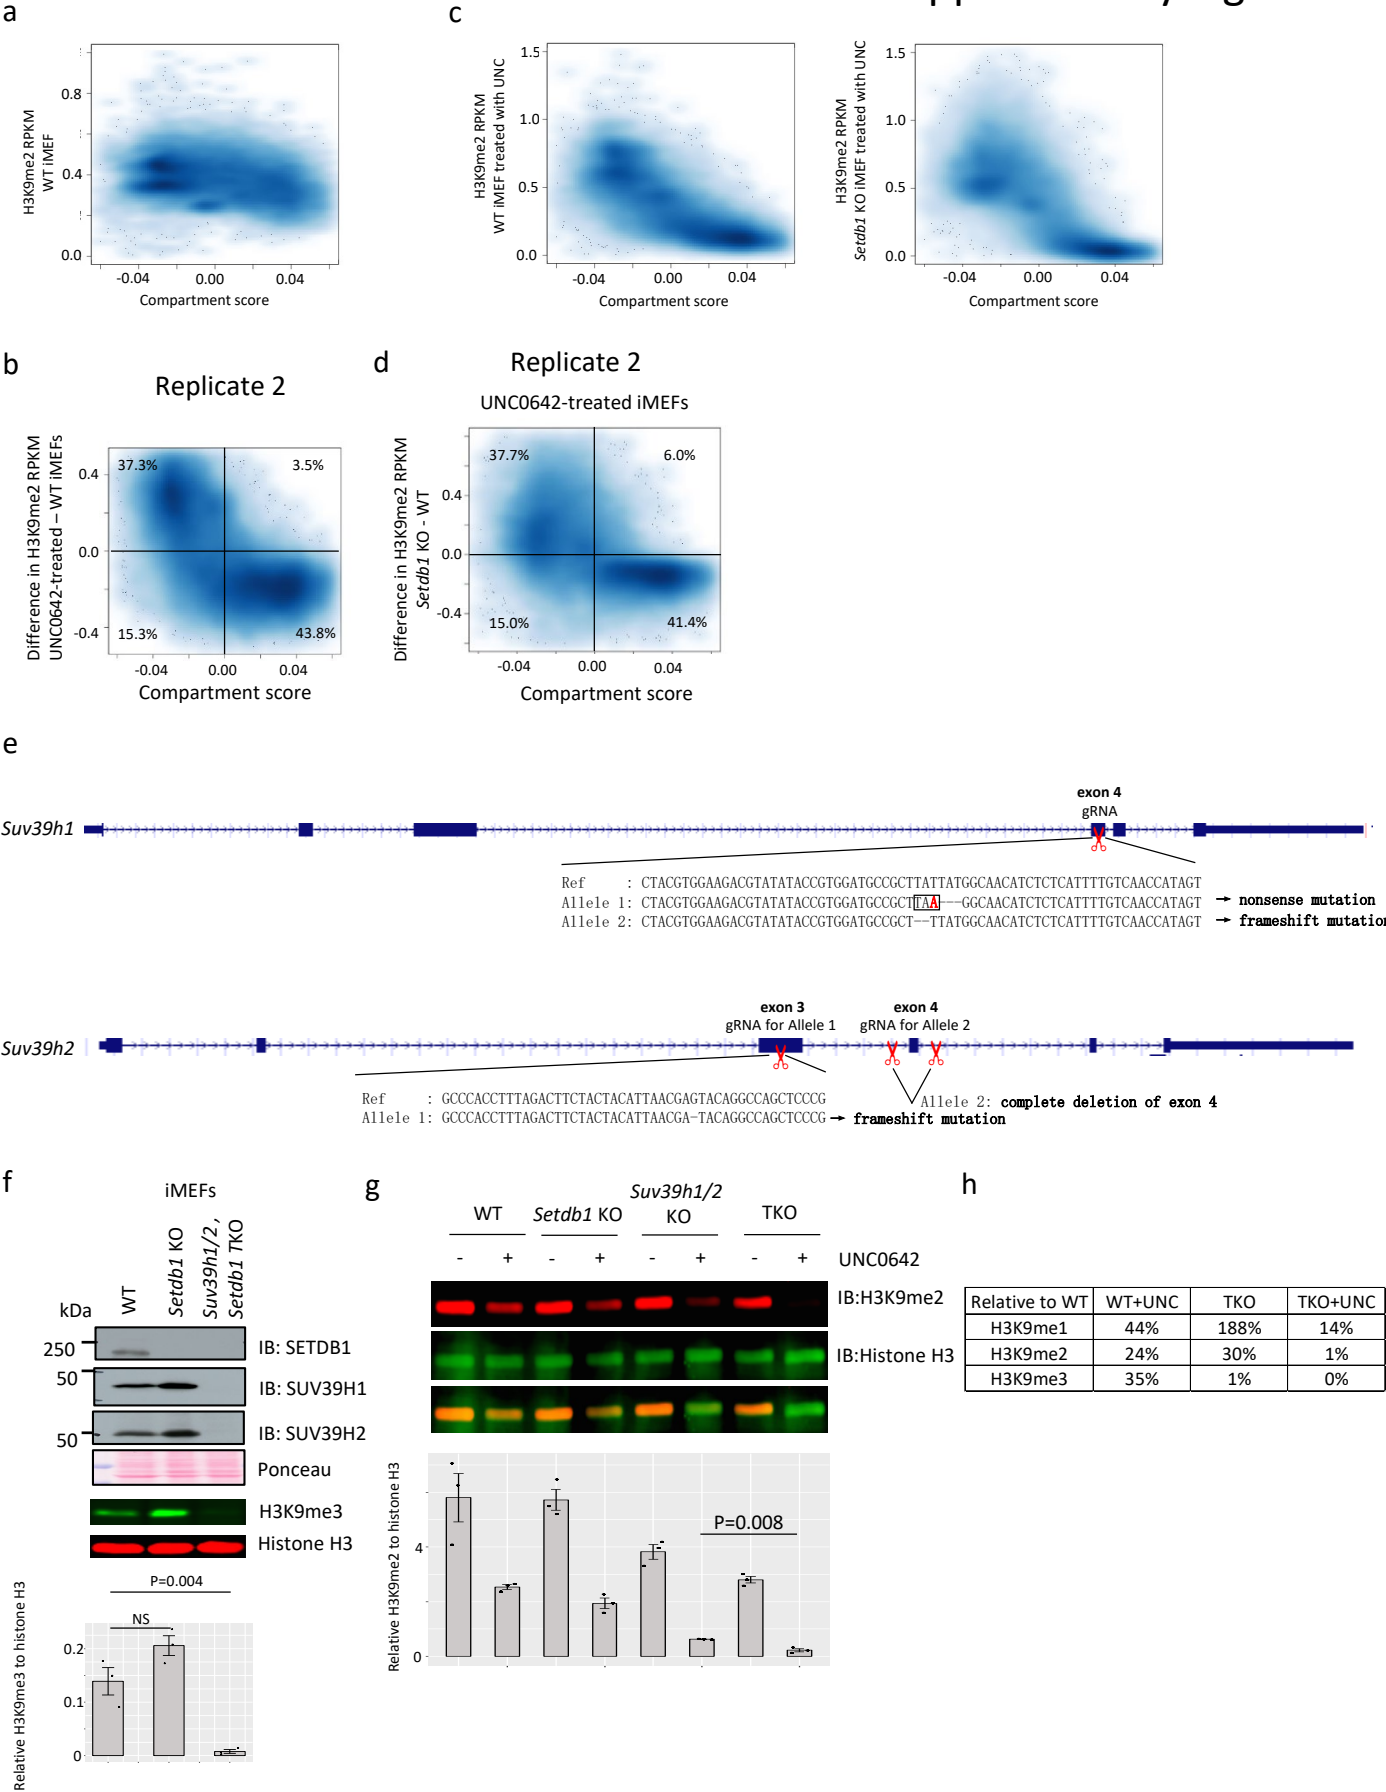

## Supplementary Fig. 2

**a** A scatter plot between compartment score and H3K9me2 RPKM in iMEFs. Compartment score in mESCs was used for the analysis. Each plot represents data from 80-kb bin. Darker blue represents higher dot density. **b** A scatter plot of compartment score in WT iMEFs versus difference in H3K9me2 RPKM between WT and UNC0642-treated iMEFs from biological replicate data. **c** Scatter plots of compartment score in WT iMEFs versus H3K9me2 RPKM in WT and *Setdb1* KO iMEFs treated with UNC0642. Lower H3K9me2 in the A compartments (positive value region) in UNC0642-treated *Setdb1* KO iMEFs than in UNC0642-treated WT iMEFs is observed. **d** A scatter plot of compartment score in WT iMEFs versus difference in H3K9me2 RPKM between UNC0642-treated WT and *Setdb1* KO iMEFs from biological replicate data. **e** Genotype of *Setdb1/Suv39h1/2* TKO iMEFs, which is derived from female mice. **f** Validation of *Setdb1/Suv39h1/2* TKO iMEFs by western blotting. H3K9me3 is not detectable in TKO iMEFs. Bar graph at the bottom shows amounts of H3K9me3 relative to Histone H3. Data are mean  $\pm$  SEM;  $n = 3$ . P-value was calculated by Dunnett's multiple comparison test. NS:  $P > 0.05$ . **g** Western blotting analysis of H3K9me2 in TKO iMEFs. H3K9me2 is not detectable in UNC0642-treated TKO iMEFs. Bar graph at the bottom shows amounts of H3K9me2 relative to Histone H3. Compared to UNC0642-treated *Suv39h1/2* DKO iMEFs, H3K9me2 in UNC0642-treated TKO iMEFs was significantly decreased. Data are mean  $\pm$  SEM;  $n = 3$ . Statistics comparison was only shown between UNC0642-treated *Suv39h1/2* DKO and TKO iMEFs. P-value was calculated by paired Student's t-test. **h** A mass spectrometry analysis of H3K9 methylation in iMEFs. iMEFs were treated with 2  $\mu$ M of UNC0642 for five days. Relative amounts of H3K9 methylation to WT are shown. Both H3K9me2 and H3K9me3 were essentially lost in UNC0642-treated TKO iMEFs.

# Supplementary Fig. 3

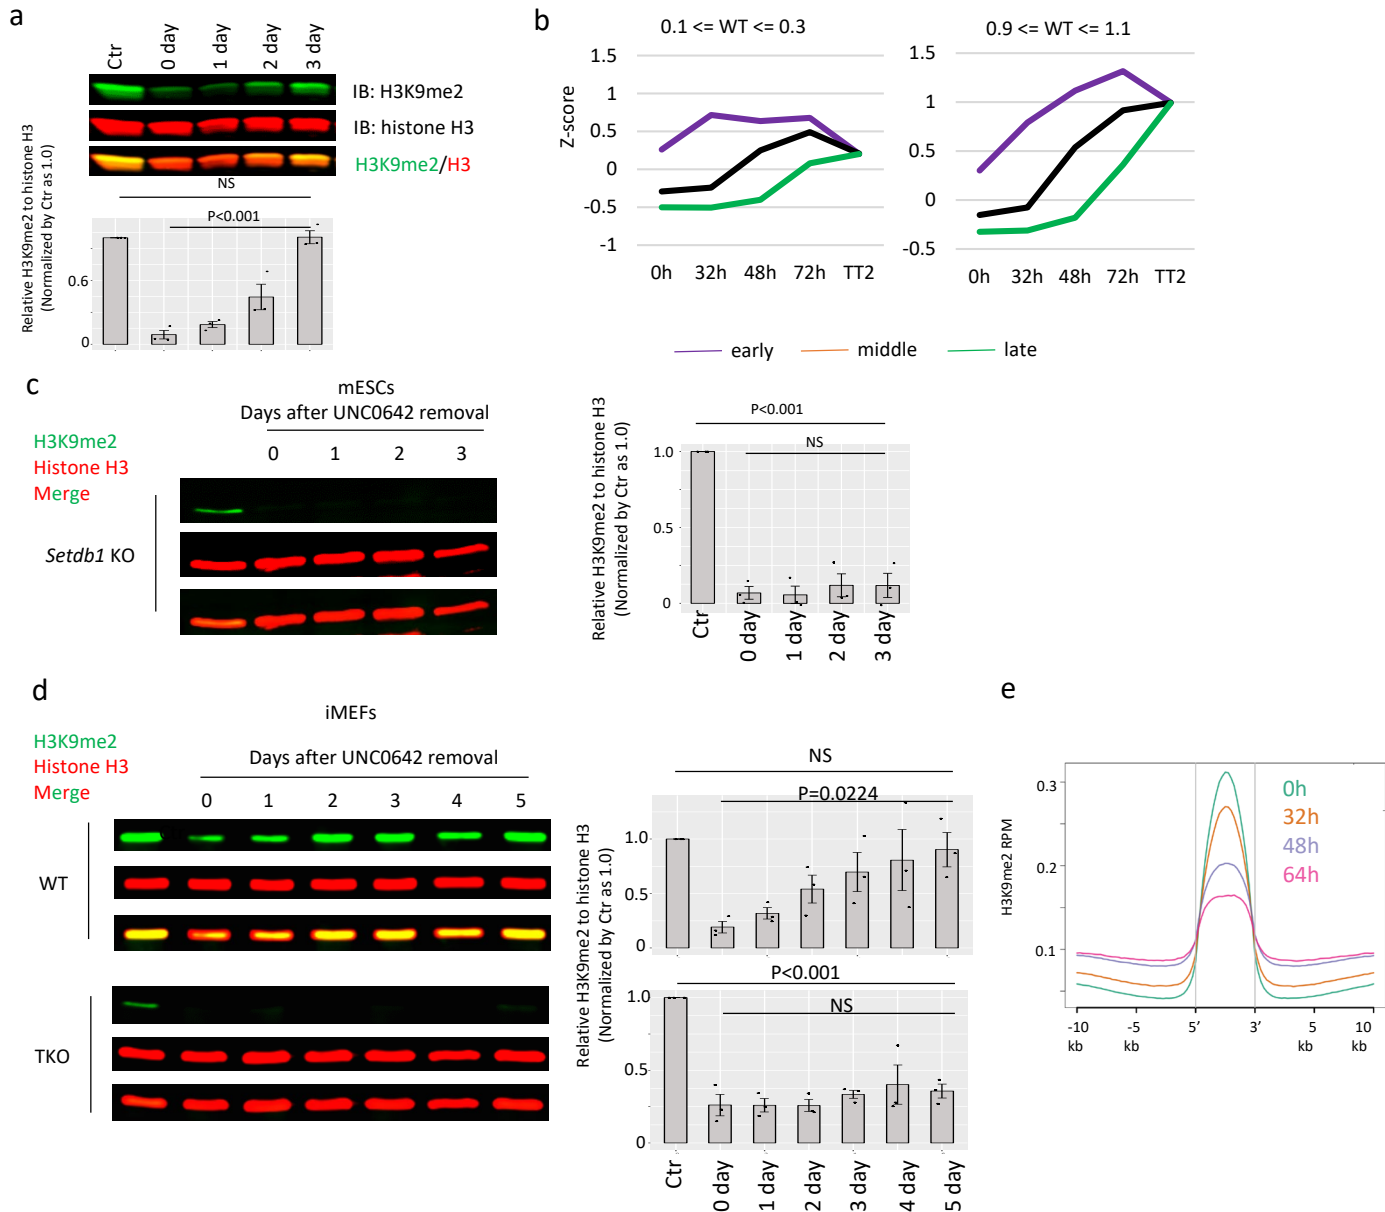

**Supplementary Fig. 3**

**a** H3K9me2 recovery after the UNC0642 treatment analyzed by western blotting. H3K9me2 is almost recovered three days after UNC0642 removal. Bar graph represents relative H3K9me2 to histone H3, normalized by control sample as 1.0. Data are mean  $\pm$  SEM;  $n = 3$ . NS:  $P > 0.05$ ,  $*P < 0.05$  by Dunnett's multiple comparison test. Statistics comparison was only shown between 3 days after UNC0642 removal and control or UNC0642-treated mESCs. **b** H3K9me2 recovery in each class. The left and right graphs use regions with Z-scores between 0.1 and 0.3 and between 0.9 and 1.1 in WT mESCs, respectively. In both cases, the regions that show faster H3K9me2 recovery tend to harbor a higher H3K9me2 level after the UNC0642 treatment. **c** H3K9me2 recovery after the UNC0642 treatment in *Setdb1* KO mESCs analyzed by western blotting. No clear H3K9me2 recovery is observed in *Setdb1* KO mESCs. Bar graph represents relative H3K9me2 to histone H3, normalized by control sample as 1.0. Data are mean  $\pm$  SEM;  $n = 3$ . NS:  $P > 0.05$  by Dunnett's multiple comparison test. Statistics comparison was only shown between 5 days after UNC0642 removal and control or UNC0642-treated iMEFs. **d** H3K9me2 recovery after UNC0642 treatment in TKO iMEFs analyzed by western blotting. No clear H3K9me2 recovery is observed in TKO iMEFs. Bar graph represents relative H3K9me2 to histone H3, normalized by control sample as 1.0. Data are mean  $\pm$  SEM;  $n = 3$ . NS:  $P > 0.05$ , by Dunnett's multiple comparison test. Statistics comparison was only shown between 5 days after UNC0642 removal and control or UNC0642-treated iMEFs. **e** Enrichment of H3K9me2 around G9a/GLP-independent H3K9me2 domain after UNC0642 removal.

# Supplementary Fig. 4

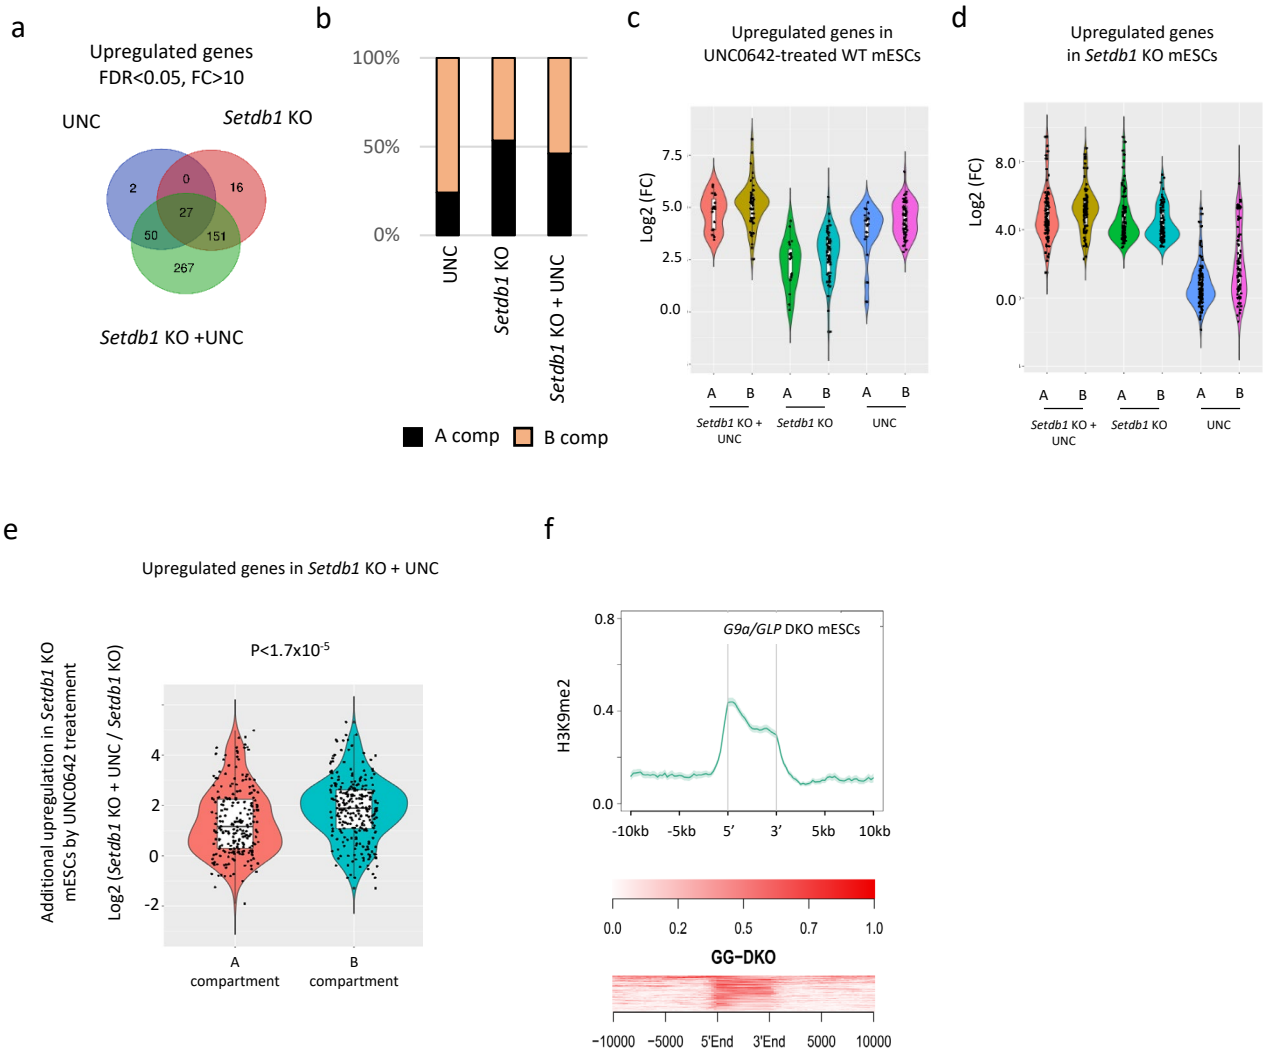

**Supplementary Fig. 4**

**a** Venn diagram of upregulated genes in each condition. **b** Distribution of upregulated genes in the A/B compartment. Majority of upregulated genes in UNC0642-treated mESCs are in the B compartments. **c** Violin plot of log<sub>2</sub> fold changes of genes upregulated in UNC0642-treated mESCs. Genes in the A and B compartments are separately analyzed. Most of upregulated genes in UNC0642-treated mESCs both in the A and B compartments are derepressed also in *Setdb1* KO mESCs. **d** Violin plot of log<sub>2</sub> fold change of upregulated genes in *Setdb1* KO mESCs. Genes in A and B compartments are separately analyzed. Upregulated genes in *Setdb1* KO mESCs in the B compartments are more derepressed in UNC0642-treated mESCs than those genes in the A compartments. **e** Violin plot of log<sub>2</sub> fold change of upregulated genes in UNC0642-treated *Setdb1* KO mESCs between *Setdb1* KO mESCs and UNC0642-treated *Setdb1* KO mESCs. Genes in A and B compartments are separately analyzed. Those genes in the B compartments are more upregulated by the UNC0642 treatment in *Setdb1* KO mESCs than those in the A compartments. P-value was calculated by student T-test. **f** Enrichment of H3K9me2 around genes identified in Fig. 4d in *G9a/GLP* DKO mESCs.

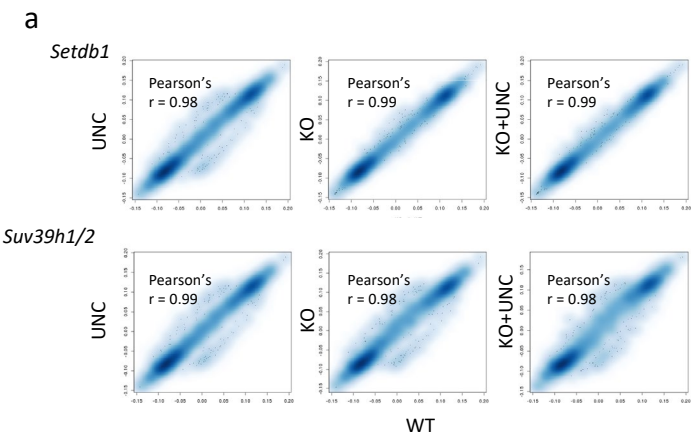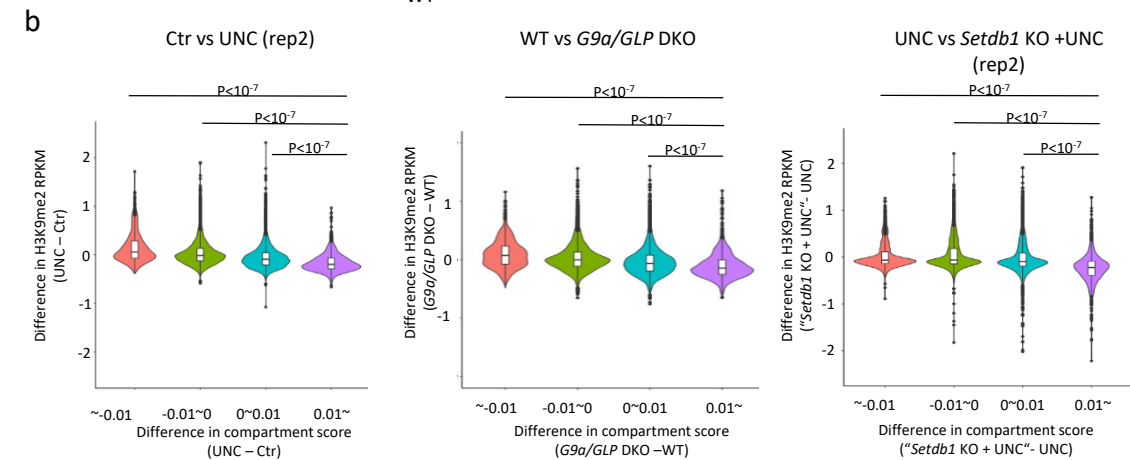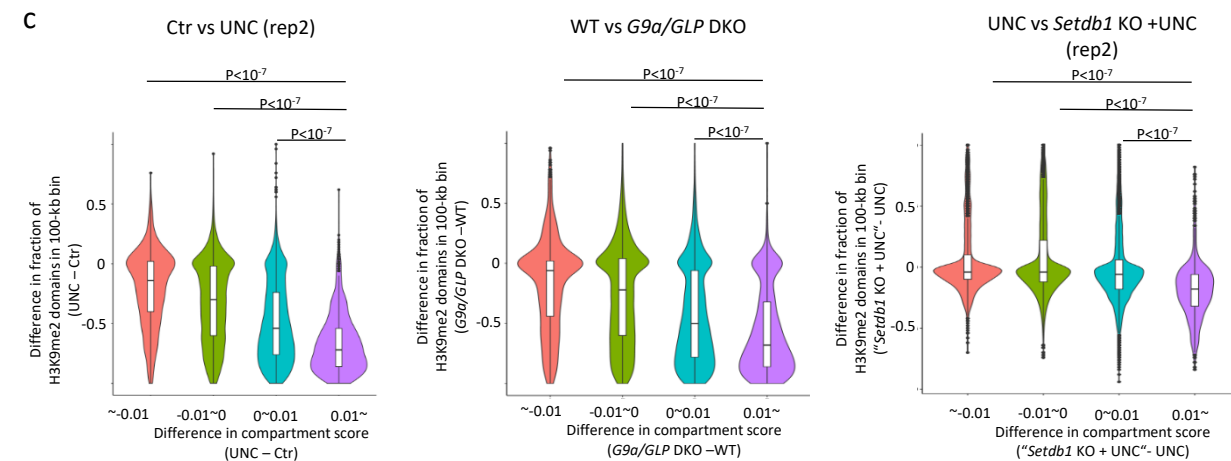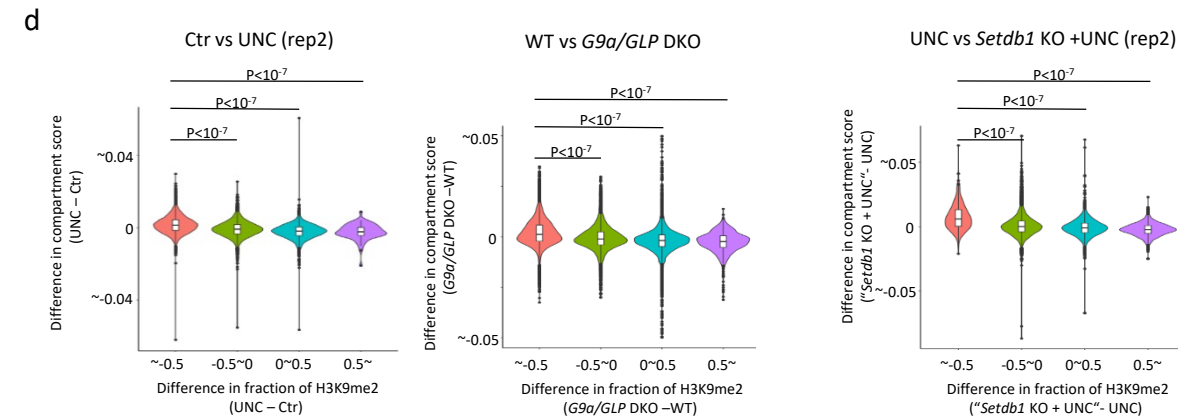

e

Ctr vs UNC (rep2)

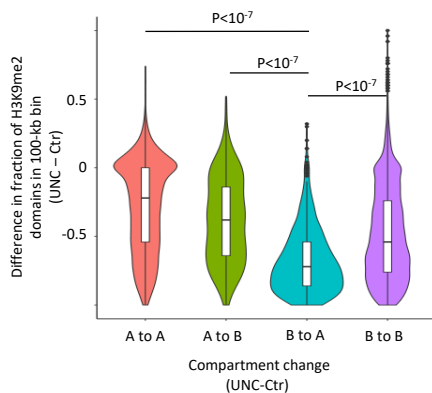WT vs *G9a/GLP* DKO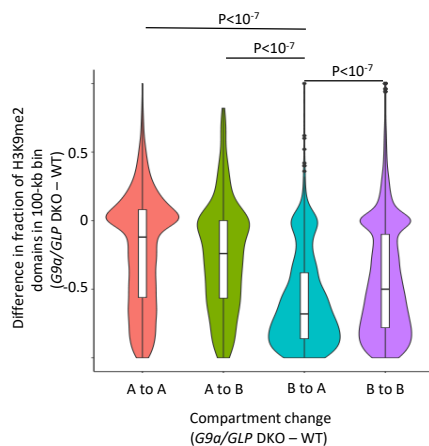UNC vs *Setdb1* KO + UNC (rep2)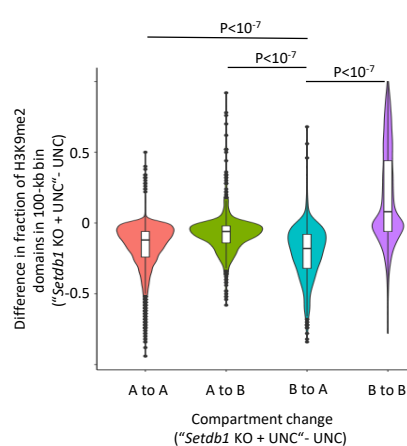

f

Ctr vs UNC (rep2)

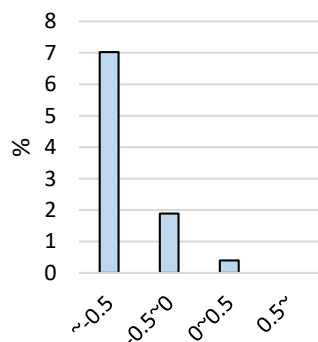WT vs *G9a/GLP* DKO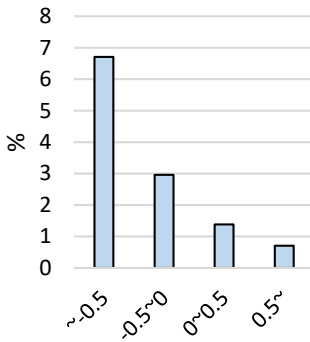UNC vs *Setdb1* KO + UNC (rep2)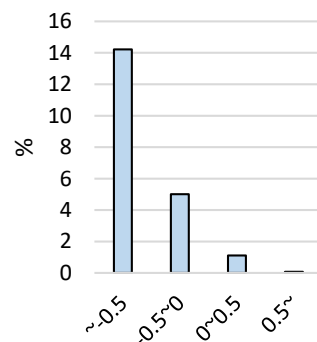

g

chr13:64,946,712-74,558,938

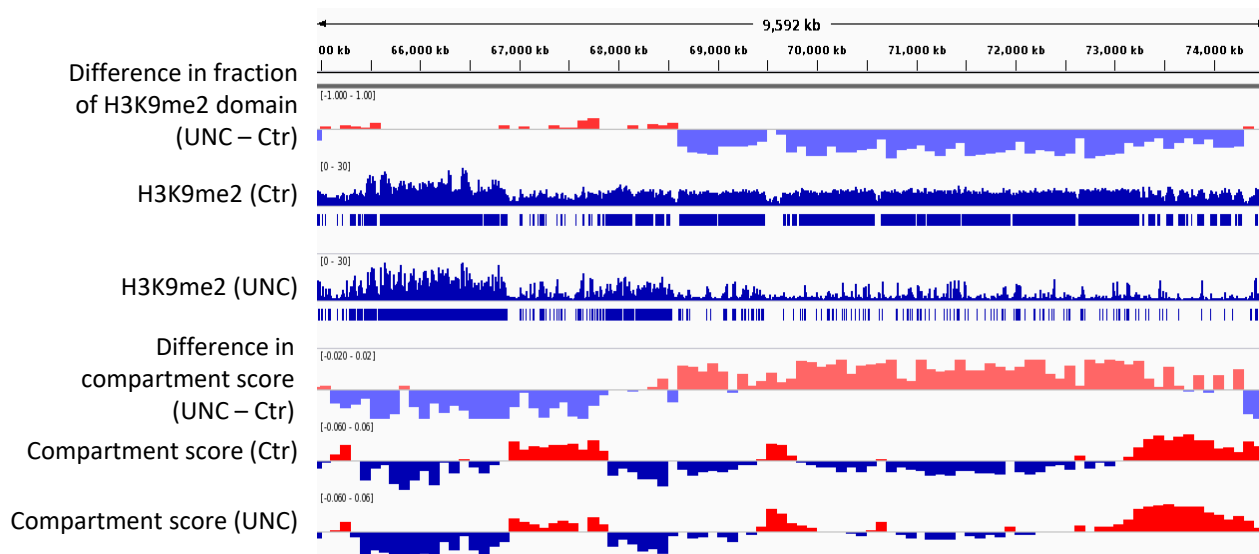

### Supplementary Fig. 5

**a** Scatter plot of compartment score between control cells and each condition. **b-f** Correlation between H3K9me2 reduction and increased compartment score related to Fig. 5C-G. Biological replicate and *G9a/GLP* DKO mESCs data are shown. **(b)** Violin plots showing differences in H3K9me2 RPKM in each 100-kb bin classified by a degree of compartment score changes in UNC0642-treated mESCs or *G9a/GLP* DKO mESCs. Increased compartment score was correlated with decreased H3K9me2. P-value was calculated by Tukey's test. Statistics comparison was only shown between the bins with  $\geq 0.01$  (0.01~) difference in compartment score and others. **c** Violin plots showing differences in H3K9me2 domain fraction in each 100-kb bin classified by a degree of compartment score changes in UNC0642-treated mESCs or *G9a/GLP* DKO mESCs. Increased compartment score was correlated with decreased H3K9me2 domain. P-value was calculated by Tukey's test. Statistics comparison was only shown between the bins with  $\geq 0.01$  (0.01~) difference in compartment score and others. **d** Violin plots showing changes of compartment scores in each 100-kb bin classified by a degree of changes in H3K9me2 domain fraction in UNC0642-treated mESCs or *G9a/GLP* DKO mESCs. Decreased H3K9me2 domain was correlated with increased compartment score. P-value was calculated by Tukey's test. Statistics comparison was only shown between the bins with  $< -0.5$  (~-0.5) difference in fraction of H3K9me2 and others. **e** Violin plots showing changes of fraction of H3K9me2 domain in 100-kb bin classified by change of compartment pattern in UNC0642-treated mESCs or *G9a/GLP* DKO mESCs. B to A compartment change was correlated with decreased H3K9me2 domains. P-value was calculated by Tukey's test. Statistics comparison was only shown between the bins classified "B to A" and others. **f** Bar graph showing fraction of B to A compartment changes in each 100-kb bin classified by difference in H3K9me2 domain fraction in UNC0642-treated mESCs or *G9a/GLP* DKO mESCs. **g** Representative genomic region showing increased compartment score and decreased H3K9me2 in UNC0642-treated mESCs.

# Western blot

Supplementary Fig. 1a, l

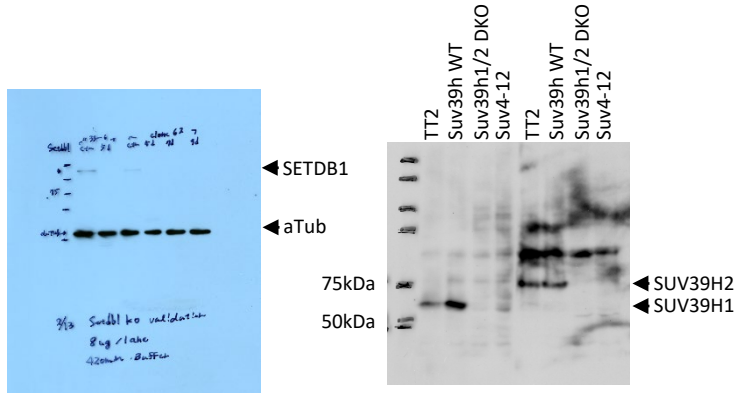

Supplementary Fig. 1c

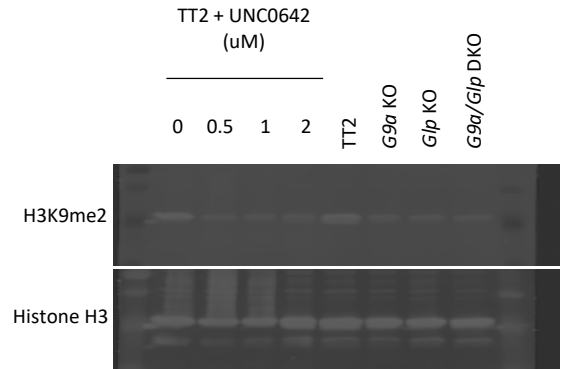

Supplementary Fig. 1m  
SETDB1

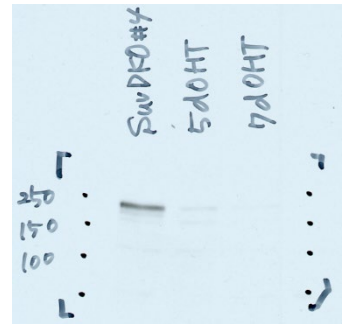

Supplementary Fig. 1m

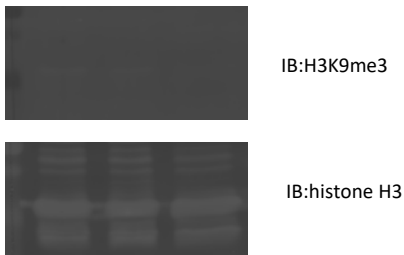

Supplementary Fig. 2f

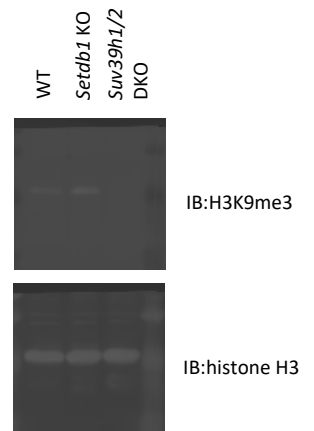

Supplementary Fig. 1n

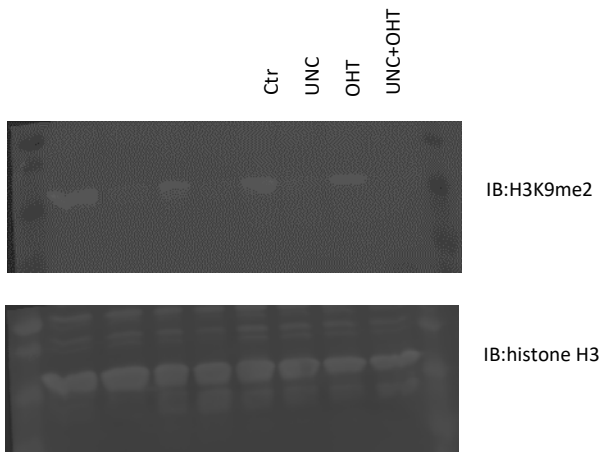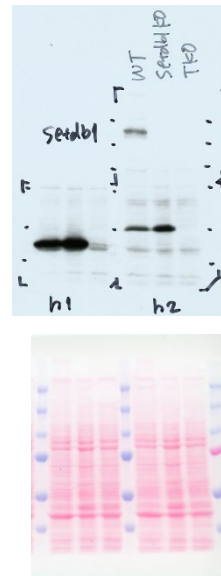

Western blot

Supplementary Fig. 2g

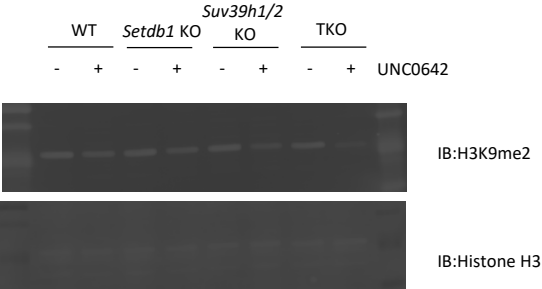

Supplementary Fig. 3a

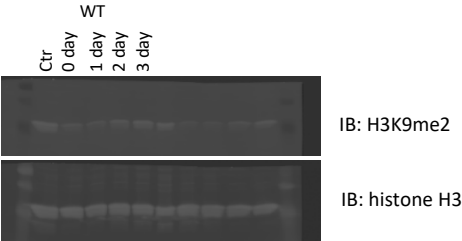

Supplementary Fig. 3c

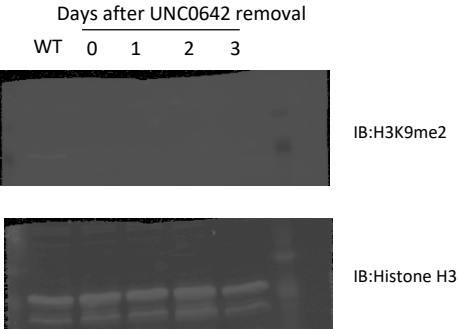

Supplementary Fig. 3d

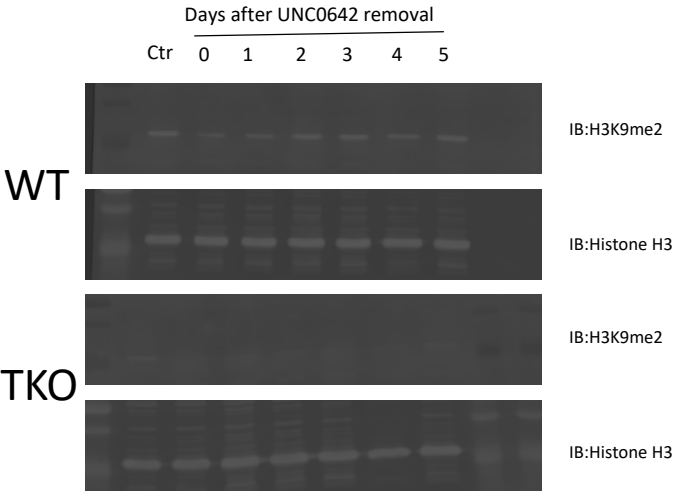

Supplementary Table 1: Correlation between replicate in RNA-seq, ChIP-seq, Hi-C seq

| RNA-seq                    | Pearson's R ( log2 RPM of genes) |
|----------------------------|----------------------------------|
| WT mES                     | 0.97                             |
| WTmES +UNC                 | 0.97                             |
| <i>Setdb1</i> KO mES       | 0.97                             |
| <i>Setdb1</i> KO mES + UNC | 0.96                             |

| ChIP-seq                       | Pearson's R (RPM in 100-kb bin) |
|--------------------------------|---------------------------------|
| WT mES                         | 0.92                            |
| WT mES + UNC                   | 0.96                            |
| <i>Setdb1</i> KO mES           | 0.91                            |
| <i>Setdb1</i> KO mES + UNC     | 0.95                            |
| <i>Suv39h1/2</i> mES DKO       | 0.76                            |
| <i>Suv39h1/2</i> DKO mES + UNC | 0.89                            |
| <i>G9a/GLP</i> DKO mES         | 0.96                            |
| WT iMEF                        | 0.86                            |
| <i>Setdb1</i> KO iMEF          | 0.91                            |
| WT iMEF + UNC                  | 0.89                            |
| <i>Setdb1</i> KO iMEF + UNC    | 0.9                             |

| Hi-C                             | Pearson's R (Compartment score in 100-kb bin) |
|----------------------------------|-----------------------------------------------|
| <i>Setdb1</i> WT mESCs           | 0.98                                          |
| <i>Setdb1</i> WT mESCs + UNC     | 0.98                                          |
| <i>Setdb1</i> KO mESCs           | 0.98                                          |
| <i>Setdb1</i> KO mES + UNC       | 0.98                                          |
| <i>Suv39h1/2</i> WT mESCs        | 0.98                                          |
| <i>Suv39h1/2</i> WT mESCs + UNC  | 0.98                                          |
| <i>Suv39h1/2</i> DKO mESCs       | 0.98                                          |
| <i>Suv39h1/2</i> DKO mESCs + UNC | 0.98                                          |

Supplementary Table 2: Primer list for ChIP-qPCR, qRT-PCR and genotyping

| Target                 | Related figure | Application | Sequence Fw            | Sequence Rv               | Target regions          |
|------------------------|----------------|-------------|------------------------|---------------------------|-------------------------|
| B compartment region 1 | Fig. 1J and 2G | ChIP-qPCR   | AGAGACAACATTGAGCCACCTT | ATGCAGGCTAAATGAAAGTAGACAG | chr14:80434190-80434292 |
| B compartment region 2 | Fig. 1J and 2G | ChIP-qPCR   | TGCTCTGTCCGTGATGTTGGA  | TCCTTCGAGCTGAAAGCCTA      | chr1:67712165-67712263  |
| Nlrp4c                 | Fig. 4F        | qRT-PCR     | TTGAGGCTCTGAAACAGCAA   | TCTTCCTCAGCCATCAGGAG      |                         |
| Gm4971                 | Fig. 4F        | qRT-PCR     | TGCTCATCACTGTTCCCTTGC  | GAACGTGAGGACCATCCACT      |                         |
| Trpd52l3               | Fig. 4F        | qRT-PCR     | GTGGCGAACTCAAGAGGAAG   | GTTGGAGGCCTGAACATCAT      |                         |

Supplementary Table 3: Oligonucleotide for gRNA vector construction

| gRNA for iMEFs               |                           |
|------------------------------|---------------------------|
| Suv39h2 exon 4 Upstream Fw   | CACCTAAATAAGTTCCTATTACAG  |
| Suv39h2 exon 4 Upstream Rv   | AAACCTGTAATAGGAAC TTATTTA |
| Suv39h2 exon 4 downstream Fw | CACCCACAGAATAGTACAGTAGTG  |
| Suv39h2 exon 4 downstream Fw | AAACCACTACTGTACTATTCTGTG  |
| Suv39h2 exon 3 Fw            | CACCTCTACTACATTAACGAGTAC  |
| Suv39h2 exon 3 Rv            | AAACGTA CTGTTAATGTAGTAGA  |
| Suv39h1 exon 4 Fw            | CACCGCCGTGGATGCCGCTTATTA  |
| Suv39h1 exon 4 Rv            | AAACTAATAAGCGGCATCCACGGC  |

| gRNA for mESCs               |                          |
|------------------------------|--------------------------|
| Suv39h1 exon 3 Upstream Fw   | CACCATTACCTGGTTAAGTGGCGT |
| Suv39h1 exon 3 Upstream Rv   | AAACACGCCACTTAACCAGGTAAT |
| Suv39h1 exon 3 Downstream Fw | CACCTGTGGGAGAGGTGAGCATAT |
| Suv39h1 exon 3 Downstream Rv | AAACGATATGCTCACCTCTCCACA |
| Suv39h2 exon 3 Fw            | CACCTCTACTACATTAACGAGTAC |
| Suv39h2 exon 3 Rv            | AAACGTA CTGTTAATGTAGTAGA |
| Suv39h2 exon 4 Fw            | CACCACAGTGGATGCAGCTCGATA |
| Suv39h2 exon 4 Rv            | AAACTATCGAGCTGCATCCACTGT |

Supplementary Table 4 Summary of NGS data set

| ChIP-seq sample                       | Target  | Replicate | Cell line                          | Paper related to cell line        | Antibody | Application | Read number |
|---------------------------------------|---------|-----------|------------------------------------|-----------------------------------|----------|-------------|-------------|
| WT mESCs (TT2)                        | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 61793662    |
| <i>Setdb1</i> WT mESCs                | H3K9me2 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 153780494   |
| <i>Setdb1</i> WT mESCs rep2           | H3K9me2 | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 96410938    |
| <i>Setdb1</i> WT mESCs + UNC          | H3K9me2 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 79680206    |
| <i>Setdb1</i> WT mESCs + UNC rep2     | H3K9me2 | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 52888702    |
| <i>Setdb1</i> KO mESCs                | H3K9me2 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 56617514    |
| <i>Setdb1</i> KO mESCs rep2           | H3K9me2 | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 105555816   |
| <i>Setdb1</i> KO mESCs + UNC          | H3K9me2 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 57201694    |
| <i>Setdb1</i> KO mESCs + UNC rep2     | H3K9me2 | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | 6D11     | N-ChIP-seq  | 75057672    |
| <i>Suv39h1/2</i> WT mESCs             | H3K9me2 | Rep1      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | 6D11     | N-ChIP-seq  | 62630690    |
| <i>Suv39h1/2</i> WT mESCs + UNC       | H3K9me2 | Rep1      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | 6D11     | N-ChIP-seq  | 71784846    |
| <i>Suv39h1/2</i> DKO mESCs            | H3K9me2 | Rep1      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | 6D11     | N-ChIP-seq  | 71688486    |
| <i>Suv39h1/2</i> DKO mESCs rep2       | H3K9me2 | Rep2      | #4 <i>Suv39h1/2</i> DKO            | This study                        | 6D11     | N-ChIP-seq  | 41360106    |
| <i>Suv39h1/2</i> DKO mESCs + UNC      | H3K9me2 | Rep1      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | 6D11     | N-ChIP-seq  | 72532350    |
| <i>Suv39h1/2</i> DKO mESCs + UNC rep2 | H3K9me2 | Rep2      | #4 <i>Suv39h1/2</i> DKO            | This study                        | 6D11     | N-ChIP-seq  | 42477064    |
| <i>G9a/GLP</i> DKO mESCs              | H3K9me2 | Rep1      | #248-6 <i>G9a/DLP</i> DKO          | Tachibana et al., 2005            | 6D11     | N-ChIP-seq  | 64207724    |
| <i>G9a/GLP</i> DKO mESCs rep2         | H3K9me2 | Rep2      | #248-6 <i>G9a/DLP</i> DKO          | Tachibana et al., 2005            | 6D11     | N-ChIP-seq  | 90665156    |
| <i>Setdb1</i> WT iMEFs                | H3K9me2 | Rep1      |                                    | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 54537876    |
| <i>Setdb1</i> WT iMEFs + UNC          | H3K9me2 | Rep1      |                                    | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 63064272    |
| <i>Setdb1</i> KO iMEFs                | H3K9me2 | Rep1      | 3-12#13                            | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 69219922    |
| <i>Setdb1</i> KO iMEFs + UNC          | H3K9me2 | Rep1      | 3-12#13                            | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 39855692    |
| <i>Setdb1</i> WT iMEFs                | H3K9me2 | Rep1      |                                    |                                   | 6D11     | N-ChIP-seq  | 76106976    |
| <i>Setdb1</i> WT iMEFs + UNC          | H3K9me2 | Rep1      |                                    |                                   | 6D11     | N-ChIP-seq  | 62315274    |
| <i>Setdb1</i> KO iMEFs                | H3K9me2 | Rep1      | 3-12#13                            | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 47725926    |
| <i>Setdb1</i> KO iMEFs + UNC          | H3K9me2 | Rep1      | 3-12#13                            | Kato et al., Nat. Com., 2018      | 6D11     | N-ChIP-seq  | 55745836    |
| 0h after UNC0642 removal              | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 67264338    |
| 24h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 41814996    |
| 32h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 51067302    |
| 40h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 108581210   |
| 48h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 93862706    |
| 56h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 55850632    |
| 64h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 42511934    |
| 72h after UNC0642 removal             | H3K9me2 | Rep1      | TT2                                |                                   | 6D11     | N-ChIP-seq  | 50751830    |
| <i>Setdb1</i> WT mESC                 | H3K9me3 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | This study                        | 2F3      | N-ChIP-seq  | 47374932    |
| <i>Setdb1</i> WT mESC + UNC           | H3K9me3 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | This study                        | 2F3      | N-ChIP-seq  | 48004050    |
| <i>Setdb1</i> KO mESCs                | H3K9me3 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | This study                        | 2F3      | N-ChIP-seq  | 48669244    |
| <i>Setdb1</i> KO mESCs + UNC          | H3K9me3 | Rep1      | #33-6 <i>Setdb1</i> conditional KO | This study                        | 2F3      | N-ChIP-seq  | 54642090    |
| TT2                                   | Input   | Rep1      | TT2                                |                                   | -        | N-ChIP-seq  | 75571718    |
| <i>Setdb1</i> WT iMEFs                | Input   | Rep1      |                                    |                                   | -        | N-ChIP-seq  | 85043054    |

| RNA-seq sample                    | Target     | Replidate | Cell line                          | Paper related to cell line  | Antibody | Application | Read number |
|-----------------------------------|------------|-----------|------------------------------------|-----------------------------|----------|-------------|-------------|
| <i>Setdb1</i> WT mESCs            | poly A RNA | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 26080580    |
| <i>Setdb1</i> WT mESCs + UNC      | poly A RNA | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 51313972    |
| <i>Setdb1</i> KO mESCs            | poly A RNA | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 61755616    |
| <i>Setdb1</i> KO mESCs + UNC      | poly A RNA | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 27741886    |
| <i>Setdb1</i> WT mESCs rep2       | poly A RNA | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 55777800    |
| <i>Setdb1</i> WT mESCs + UNC rep2 | poly A RNA | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 52318630    |
| <i>Setdb1</i> KO mESCs rep2       | poly A RNA | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 37100416    |
| <i>Setdb1</i> KO mESCs + UNC rep2 | poly A RNA | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011 | -        | RNA-seq     | 60061236    |

| Hi-C seq sample                  | Restriction enzyme | Replidate | Cell line                          | Paper related to cell line        | Antibody | Application | Read number |
|----------------------------------|--------------------|-----------|------------------------------------|-----------------------------------|----------|-------------|-------------|
| <i>Setdb1</i> WT mESCs           | DpnII              | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 115,102,613 |
| <i>Setdb1</i> WT mESCs + UNC     | DpnII              | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 124,974,183 |
| <i>Setdb1</i> KO mESCs           | DpnII              | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 137,683,964 |
| <i>Setdb1</i> KO mESCs + UNC     | DpnII              | Rep1      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 122,801,633 |
| <i>Suv39h1/2</i> WT mESCs        | DpnII              | Rep1      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 116,829,424 |
| <i>Suv39h1/2</i> WT mESCs + UNC  | DpnII              | Rep1      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 119,212,789 |
| <i>Suv39h1/2</i> DKO mESCs       | DpnII              | Rep1      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 79,689,521  |
| <i>Suv39h1/2</i> DKO mESCs + UNC | DpnII              | Rep1      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 89,177,357  |
| <i>Setdb1</i> WT mESCs           | DpnII              | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 105,914,121 |
| <i>Setdb1</i> WT mESCs + UNC     | DpnII              | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 100,816,025 |
| <i>Setdb1</i> KO mESCs           | DpnII              | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 103,504,579 |
| <i>Setdb1</i> KO mESCs + UNC     | DpnII              | Rep2      | #33-6 <i>Setdb1</i> conditional KO | Matsui et al., Nature, 2011       | -        | Hi-C        | 101,971,299 |
| <i>Suv39h1/2</i> WT mESCs        | DpnII              | Rep2      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 100,930,051 |
| <i>Suv39h1/2</i> WT mESCs + UNC  | DpnII              | Rep2      | ADF1-26 gifted from T.J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 96,578,569  |
| <i>Suv39h1/2</i> DKO mESCs       | DpnII              | Rep2      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 137,647,002 |
| <i>Suv39h1/2</i> DKO mESCs + UNC | DpnII              | Rep2      | ADF157 gifted from T. J.           | Lehnertz et al., Curr. Biol, 2003 | -        | Hi-C        | 97,023,584  |
| WT iMEFs                         | DpnII              | Rep1      |                                    |                                   | -        | Hi-C        | 108758483   |

# Supplementary material for: Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases
**Source:** Commun Biol. 2021 May 13;4:571. doi: 10.1038/s42003-021-02089-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary File

## **Description of additional supplementary file**

**File name:** Supplementary Data 1

**Description:** Source data for all main figures

# Supplementary material for: Regulation of mammalian 3D genome organization and histone H3K9 dimethylation by H3K9 methyltransferases
**Source:** Commun Biol. 2021 May 13;4:571. doi: 10.1038/s42003-021-02089-y
**Supplement:** Supplementary file 5 — Reporting Summary

# Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

## Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

## Software and code

Policy information about [availability of computer code](#)

Data collection NGS (ChIP-seq, RNA-seq, Hi-C): HiSeq X

Data analysis Trim\_galore v0.3.7, bowtie v0.12.6, Tophat v2.1.1, DESeq2 v1.20.0, hiddendomain, IGV v2.3.49, R v3.5, deeptools v2.5.4, 4DN Hi-C pipeline v43, samtools v0.1.18, Homer v4.8.3

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

ChIP, RNA and Hi-C seq data have been submitted in GEO under accession number GSE169106. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD024756 and 10.6019/PXD024756.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed.                                                                                                        |
| Data exclusions | No data exclusion was performed in this study                                                                                                      |
| Replication     | All attempts of replication were successful. The exact number of times each experiment was performed is stated in the corresponding figure legend. |
| Randomization   | No randomization was performed in this study                                                                                                       |
| Blinding        | No blinding was performed in this study                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

|                                     |                                                           |                                     |                                                 |
|-------------------------------------|-----------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                     | n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            | <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |                                     |                                                 |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | antibodies specific for histone H3 (07-690, EMD Millipore), H3K9me3 (2F3), H3K9me2 (6D11 and 39754, Active Motif), histone H3 (96C10, Cell Signaling), SETDB1 (Cp10377, Cell Applications), SUV39H1 (#8729, CST), SUV39H2 (LS-116360, LSBio), G9a (A8620A) and GLP (B0422B) were used as primary antibody. |
| Validation      | Specificity of antibodies for histone modifications were validated by the removal or inhibition of the corresponding histone methyltransferase. SETDB1, SUV39H1/2, G9a/GLP antibodies were validated by knockout of the corresponding gene.                                                                |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Setdb1 conditional knockout mESCs, Setdb1 KO iMEFs, G9a KO mESCs, Glp KO mESCs, G9a/GLP DKO mESCs were previously established in our lab. Setdb1/Suv39h1/2 TKO mESCs and iMEFs were established in this study. Suv39h1/2 DKO mESCs and iMEFs were kindly gifted from Thomas Jenuwein (Lehnerts et al., Curr. Biol., 2003, Lachner et al., Nature, 2001). |
| Authentication                                                    | No cell authentication was performed                                                                                                                                                                                                                                                                                                                     |
| Mycoplasma contamination                                          | the cell lines were not tested for mycoplasma contamination                                                                                                                                                                                                                                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                                                                            |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

All genome profiling data have now been deposited in the Gene Expression Omnibus (GEO) repository under accession codes GSE169106

## Files in database submission

Bigwig files for all ChIP-seq data

Genome browser session  
(e.g. [UCSC](#))

Bigwigs available to download for browsing in genome browser of choice.

## Methodology

## Replicates

H3K9me2 ChIP-seq in WT, G9a/GLP DKO, Setdb1 KO and Suv39h1/2 DKO mESCs treated or untreated with UNC0642 were conducted in two biological experiments. H3K9me2 ChIP-seq in WT and Setdb1 KO iMEFs treated or untreated with UNC0642 were conducted two biological experiments. H3K9me2 ChIP-seq after UNC0642 removal were conducted one biological experiments. H3K9me3 ChIP-seq in WT, Setdb1 KO mESCs treated or untreated with UNC0642 were conducted in one biological experiments. RNA-seq in WT and Setdb1 KO mESCs treated with or without UNC0642 were conducted two biological experiments. Hi-C in WT, Setdb1 KO and Suv39h1/2 DKO mESCs treated with or without UNC0642 were conducted two biological experiments.

## Sequencing depth

All NGS were performed as 150-bp paired-ended. On average each ChIP-seq sample contained 65M reads with min 39M and max 153M reads. On average each RNA-seq sample contained 46M reads with min 26M and max 61M reads. On average each Hi-C sample contained 109M read-pairs with min 79M and 137M read-pairs.

## Antibodies

H3K9me2 (6D11) and H3K9me3 (2F3) were used for ChIP-seq.

## Peak calling parameters

Adaptor sequences in reads were trimmed using Trim Galore version 0.3.7. Then trimmed reads were aligned to the mm10 genome build using bowtie version 0.12.7 with default parameters. Duplicated reads were removed using samtools version 0.1.18. Enriched or depleted status of H3K9me2 in each 2kb was determined by Hiddendomains and continuous H3K9me2 enriched 2kb regions was connected as H3K9me2 domain with some modifications: The option of Bin size and max.read.count was 2,000 bp and 150, respectively. Read number in each bin was normalized by the following formula to adjust difference in read number among samples. Normalized read number = read number x 30,000,000 / total read number.

## Data quality

We did not identify peaks.

## Software

Trim\_galore v0.3.7, bowtie v0.12.6, Tophat v2.1.1, DESeq2 v1.20.0, hiddendomain, IGV v2.3.49, R v3.5, deeptools v2.5.4, 4DN Hi-C pipeline v43, samtools v0.1.18, Homer v4.8.3

How the deposited data were processed for this re-analysis (not part of the article)

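RNA-seq of poly(A) RNA from mESCs covered 4 conditions with 2 biological replicates each: WT, WT treated with UNC0642, Setdb1 KO, and Setdb1 KO treated with UNC0642. Conditions and replicate numbers were taken from the sample labels. The authors trimmed the reads, mapped them to GRCm38 and counted them with TEtranscripts, and the deposited values are raw counts per gene and per transposable element subfamily without normalization. TEtranscripts shares a read with several positions among them, and no filter on expression had been applied, as genes with 0 counts are present. The paper gives 5 days of 4-OHT for both KO conditions and the labels give 2 days for the combined one. The conditions were kept as labelled.

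The total count per library was between 11702590 and 26807807, and between 42.9% and 45.0% of the read numbers in the paper's supplement, or between 85.8% and 90.1% of the pairs when each mate is taken as a read. A gene with 3 counts was taken as at the detection floor, and the counting error at a given count does not include variation between cultures. All computation used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The seed of every random step was 1.

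Features were kept by filterByExpr (minimum count 10, minimum total count 15), which left 15313 genes and 932 subfamilies. Normalization factors were computed by TMM over both (0.810 to 1.20), and a quasi-likelihood model was fitted to all 8 libraries with 1 coefficient per condition. Each condition was compared with WT, UNC0642-treated Setdb1 KO mESCs also with Setdb1 KO mESCs, and the interaction of both treatments was tested. The p-values were adjusted by Benjamini-Hochberg within each comparison over genes and subfamilies. Genes were called at an adjusted p under 0.05 and a fold change above 10, subfamilies at a fold change above 2, with a prior count of 0.125 for fold changes. The SE of a log2 fold change was computed from its size and the F statistic.

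Replicates 1 and 2 of all conditions carry the same 2 numbers in the labels, and the paper does not say that they were grown as pairs. The pairing was therefore checked on the data: the replicate deviations of 6 pairs of conditions correlated at a median of 0.599 across genes, and 5236 of 15313 genes had a replicate effect in the fit with a block. The fit with the replicate number as a block is given beside the fit without it. The fits were tested on simulated data with known changes, with and without a replicate effect of the estimated size, and the sampling of matched random sets was tested in the same way: 11 of 200 sets without a shift fell outside the 95% range and 200 of 200 sets with a shift were found.

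Genes were placed on GENCODE M21 by symbol (14543 genes) or by RefSeq synonym (602 genes), together 98.9% of the tested genes. Compartment scores and H3K9me2 values came from the part of the paper's Supplementary Data 1 that was at hand. That part covers bins of 80 kb on chromosome 1 up to 166389869. A gene was assigned to the bin of its transcription start site, a score above 0 being A. Lists were compared with the tested genes in these bins by Fisher's exact test, and A with B genes by permutation of the compartment labels, exact where all arrangements could be listed and with 100000 permutations elsewhere. Random sets of genes (10000 draws) were matched on mean expression in 20 bins. For the lists measured under the other treatment that mean was over the WT libraries. For the gene sets and for genes chosen in 1 replicate it was over all libraries. GC content and transcript length were computed from the reference transcripts.

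The alternatives set before the data were examined were DESeq2 on all 8 libraries, edgeR and DESeq2 on only the 4 libraries compared, and the replicate block. Further ones were RLE and total counts normalization, no expression filter (more than 1 count in any library), a prior count of 2, counts thinned to the smallest library (11702590), genes without subfamilies and normalization factors from genes only. The last were fold change thresholds of 2 for genes and 10 for subfamilies, leaving out bins with an absolute compartment score under 0.005, other settings for the replicate correlation, and leaving out each library in turn. A replicate block in DESeq2, a correction of each library for its median deviation in 20 bins of GC content, with and without the block, the block and DESeq2 lists by compartment, and the block in the tests of H3K9me2, families, clusters and neighbours were added after the data were examined. Total counts normalization shifted the median log2 fold change of UNC0642-treated Setdb1 KO mESCs over WT mESCs by -0.17 relative to TMM.

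The named genes are those of the paper (Nlrp4c, Gm4971 and Trpd52l3), Setdb1, the genes of the other H3K9 methyltransferases and Hprt, and per list the 3 genes or subfamilies with the smallest p whose treated libraries both lie beyond both WT libraries. This rule was set before their values were seen. The genes of chromosome 1 compared by compartment are named because there are 5 or fewer, and were chosen after their values were seen. Gene sets for germline, 2-cell-like and pluripotency genes were written down before the counts were opened. Compartments outside chromosome 1, the gene lists of the paper's integration of H3K9me2 with expression, and single copies of transposable elements were not analysed here.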

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

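From the RNA-seq data the paper reports on genes by compartment and by H3K9me2, and both patterns below lie outside what it discusses: the transposable element subfamilies in the count tables, and the 2-cell-like genes. The tests of the 2-cell-like gene set by list were chosen before the data were examined, as were thinning and factors from genes only as alternatives. Their use as tests of the rise, and all other tests of an explanation in this part, were chosen after the result was seen.

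Transposable elements took 3.23 ± 0.658% of the counts in WT mESCs (mean ± SD, n = 2 libraries), 4.69 ± 1.09% in UNC0642-treated mESCs, 10.5 ± 1.76% in Setdb1 KO mESCs and 14.2 ± 3.99% in UNC0642-treated Setdb1 KO mESCs. All 3 treated conditions were above both WT libraries in 2 of 2 libraries. By edgeR, 46 of 932 subfamilies were higher in Setdb1 KO mESCs and 113 in UNC0642-treated Setdb1 KO mESCs (fold change above 2, adjusted p under 0.05), and 0 in UNC0642-treated mESCs (23 at an unadjusted p under 0.05). With the replicate block, which follows a median correlation of 0.599 between the replicate deviations of the conditions, they were 186, 351 and 0. LTR elements made up 45 of the 46 and 98 of the 113, and with the block 133 of the 186 (71.5%) and 274 of the 351 (78.1%), against 571 of the 932 tested. The 3 subfamilies with the smallest p in Setdb1 KO mESCs were RLTR10C (log2 fold change 4.88, SE 0.46, edgeR adjusted p = 0.00283), IAPEy-int (5.60, SE 0.57, edgeR adjusted p = 0.00497) and RLTR1B (4.59, SE 0.48, edgeR adjusted p = 0.00566). In UNC0642-treated Setdb1 KO mESCs they were MMERVK10D3_I-int (5.62, SE 0.48), IAPLTR3-int (4.85, SE 0.42) and RLTR1B (5.61, SE 0.50), all with an edgeR adjusted p of 0.00176.

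Library depth was tested by thinning every library to the smallest total, which left 42 and 106 subfamilies, and normalization by taking the factors from genes only, which gave 49 and 121. Neither removed the rise. Reads shared between subfamilies of a family were tested by summing the counts per family. Of 44 families, 5 were higher in UNC0642-treated Setdb1 KO mESCs. Sharing within a family does not change its sum, so it does not account for the rise of these families. It can still raise the number of subfamilies that pass, which this test cannot tell. In Setdb1 KO mESCs 0 families were higher, and 8 at an unadjusted p under 0.05. In UNC0642-treated mESCs 0 families were higher (1 at an unadjusted p under 0.05), and with the block 1, ERVL (edgeR adjusted p = 0.0294, without the block 0.597). With the block 13 and 9 families were higher in the combined condition and in Setdb1 KO mESCs, in the latter among them ERV1 (edgeR adjusted p = 0.000792, without the block 0.0669) and ERVK (edgeR adjusted p = 0.00107, without the block 0.146). The rise was broad, with 579 subfamilies higher and 8 lower in both Setdb1 KO libraries (588 and 39 in the combined condition, 332 and 19 in UNC0642-treated mESCs). By share of counts, the 10 subfamilies that rose most carried 66.1% of it in Setdb1 KO mESCs and 72.4% in UNC0642-treated Setdb1 KO mESCs, L1Md_T alone 14.0% and 19.4%. There were 0 libraries with 4-OHT and an intact Setdb1. Loss of SETDB1 is a candidate explanation for the rise, but it cannot be told apart from an effect of 4-OHT itself. Reads shared within families do not account for the families that rose with the block. Without it, ERVK held 34 and ERV1 11 of the 46 subfamilies in Setdb1 KO mESCs. ERVK took 0.584% and 0.431% of the counts in the WT libraries and 3.14% and 3.87% in the Setdb1 KO libraries. ERV1 took 0.162% and 0.192%, and 1.47% and 1.44%. These sums argue against shared reads as the cause of the rise in both families, although neither passed without the block. How far shared reads add to the number of subfamilies remains open.

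Of 23 tested 2-cell-like genes, 22 were upregulated in UNC0642-treated Setdb1 KO mESCs (Fisher's exact p after adjustment over 9 tests 1.61e-33, with the block 2.39e-29), 3 in Setdb1 KO mESCs (Usp17la, Usp17lb and Usp17le, adjusted Fisher's exact p 0.00136, with the block 11 genes and 1.05e-14) and 0 in UNC0642-treated mESCs (adjusted Fisher's exact p 1, with the block 4 genes and 8.34e-08). No gene passed in the UNC0642-treated list without the block, so that test had nothing to count. The pairing of replicates had a median correlation of 0.599. The median log2 fold change of the set was 4.81 in UNC0642-treated, 3.70 in Setdb1 KO and 5.77 in UNC0642-treated Setdb1 KO mESCs, and 22, 23 and 23 of the genes were higher in both libraries than in both WT libraries, where chance gives 16.7%. The set took 17.9 and 60.8 CPM in the WT libraries, 1485 and 668 in UNC0642-treated, 671 and 325 in Setdb1 KO, and 2381 and 1384 in UNC0642-treated Setdb1 KO libraries. MERVL-int followed the same order (96.0 and 298, 5170 and 2687, 1689 and 785, 8980 and 4523 CPM).

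Many of these genes are neighbouring paralogs that share reads. A stem is the part of a symbol before its first digit, so paralogs with unlike symbols are not merged by it. Counting genes within 1 Mb whose symbols share a stem as 1 left 10 clusters, 10 of them with an upregulated gene in UNC0642-treated Setdb1 KO mESCs (Fisher's exact p = 2.31e-17) and 1 in Setdb1 KO mESCs (Fisher's exact p = 0.0645). Counting all genes within 1 Mb as 1 gave Fisher's exact p = 0.000143 and 1. With the block (pairing correlation 0.599) the stem clusters gave Fisher's exact p = 1.96e-15 and 6.1e-08 and the 1 Mb clusters 0.00216 and 0.0767. The 4 genes found with the block in UNC0642-treated mESCs were Usp17la, Usp17lb, Usp17lc and Usp17le. There 2 of 10 stem clusters (Fisher's exact p = 3.64e-05) and 1 of 8 clusters within 1 Mb (Fisher's exact p = 0.129) had an upregulated gene. That over-representation thus stayed only when counted by stem. As all 4 symbols begin with Usp17l, both stem clusters hold paralogs of the same group. Shared reads are therefore not excluded as its cause. The over-representation in UNC0642-treated Setdb1 KO mESCs thus stayed under both ways of counting. In Setdb1 KO mESCs paralogs that share a stem do not account for it with the block, and without the block it cannot be told apart from them. The 1 Mb clusters also merge unrelated neighbours, and leave 8 clusters of the set among 528. A larger share of 2-cell-like cells in the culture may account for the rise. Bulk RNA cannot tell it apart from a rise within every cell. UNC0642-treated mESCs had no 4-OHT, so 4-OHT does not account for the rise there, and it remains open for the KO conditions only.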

How the results depend on the processing

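The block with DESeq2, both GC content corrections and the block and DESeq2 lists by compartment were chosen after seeing the data. So was the block in the tests of H3K9me2, families, clusters and neighbours. All other alternatives were set before the data were examined. Over 44 results for named genes and 9 of these alternatives, 377 of 396 values were the same in direction and side of the threshold, 2 were weaker, 14 stronger and 3 reversed. Leaving out 1 library gave 153 same, 18 reversed and 5 moved of 176. For the values below the cause was not tested, although in the simulation the block raised the calls above 10-fold among genes changed 20-fold from 52 to 96 of 100. That simulation gave every condition the same difference between replicates, which favours the block.

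The unadjusted numbers 720 and 119 given next are fewer than chance gives. Against 0 (UNC0642-treated), 112 (Setdb1 KO) and 399 (combined) upregulated and 0, 0 and 31 downregulated genes, 0 genes over Setdb1 KO (720 at an unadjusted p under 0.05), 0 for the interaction (119) and 0 for genes shared by the single treatments, the changed values were as follows. DESeq2 on all 8 libraries gave 96 genes up with UNC0642 and 229 in Setdb1 KO, 2 and 76 down in Setdb1 KO and combined, 55 up over Setdb1 KO, 1 for the interaction, 39 shared, 89 UNC0642 genes at least 2-fold higher in Setdb1 KO and 146 the other way round, and 4, 122 and 211 subfamilies. DESeq2 on only the 4 libraries compared gave 81 and 198 up, 3 and 69 down, 55 over Setdb1 KO, 29 shared, 75 and 121 for the lists under the other treatment, and 5, 108 and 187 subfamilies. Chosen after seeing the data, its lists by compartment turned the Setdb1 KO list on chromosome 1 from above to below the background share of B, with 1 of 7 genes in B. edgeR on only the 4 libraries gave 178 up and 1 down in Setdb1 KO and 67 down in the combined condition.

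With the replicate block (pairing correlation 0.599) 22, 206 and 612 genes were up, 2 and 93 down, 14 up over Setdb1 KO, 10 shared, 22 and 136 in the lists under the other treatment, and 186 and 351 subfamilies up in Setdb1 KO and combined. Hprt in the combined condition turned from -0.12 to 0.026. The block with DESeq2 gave 108, 255 and 649 up and 4 and 121 down. The GC content correction gave 5 up with UNC0642, and together with the block 29 and 170 up and 53 down in the combined condition. On the same 15123 genes the block without the correction gave 39, 192 and 75.

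Total counts normalization gave 58 up in Setdb1 KO, 17 down in the combined condition and 32 Setdb1 KO genes at least 2-fold higher with UNC0642, and in the combined condition turned Suv39h1 from 0.05 to -0.15 and Suv39h2 from 0.16 to -0.052. No expression filter gave 44 and 174 up, 48 down in the combined condition, 5 over Setdb1 KO, 21 shared, 44 and 116 in the lists under the other treatment, and 2 subfamilies with UNC0642. Thinning gave 2 up with UNC0642, 1 down in Setdb1 KO, 2 shared and 2 UNC0642 genes at least 2-fold higher in Setdb1 KO. A fold change threshold of 2 gave 1 and 82 down in Setdb1 KO and combined, and a threshold of 10 for subfamilies 24 and 67. The replicate correlations were 0.975 and 0.976 in WT and UNC0642-treated mESCs with a pseudocount of 0.1, 0.921, 0.939, 0.937 and 0.915 with at least 10 counts, and 0.942, 0.952, 0.946 and 0.935 with at least 1 count. RLE normalization, a prior count of 2 and genes only left the gene counts listed above within 1.5 times, and factors from genes only did so for the subfamily counts.

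Across the 4 fits that each left out 1 library, the log2 fold change ranged, in UNC0642-treated, Setdb1 KO and combined order, from -0.49 to 0.11, -0.23 to 0.092 and -0.22 to 0.28 for Suv39h1, from -0.79 to 0.37, -0.41 to 0.70 and -0.48 to 0.65 for Suv39h2, and from -1.08 to 0.58, -0.69 to 0.58 and -0.60 to 0.63 for Hprt. For Ehmt2 in Setdb1 KO it ranged from -0.98 to 0.032 and for Nlrp4c over Setdb1 KO from -0.18 to 1.30. With 2 libraries per condition, genes at or under 3 counts per library carry lower bounds only.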

Differences from the paper's values

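Below, a setting is said to close a gap when its value is within 1.5 times of the paper's, which does not make it equal to the paper's. The paper called genes with DESeq2, whereas the values set against it here came from edgeR. DESeq2 on only the 4 libraries compared closed each gap in gene numbers below, so the choice of test is enough to produce them. In Setdb1 KO mESCs 112 genes were upregulated against the paper's 194. Of the alternatives set before the data were examined, DESeq2 on all 8 libraries (229), DESeq2 on only the 4 libraries compared (198), edgeR on only the 4 libraries (178), a fold change threshold of 2 (135), no expression filter (174) and the replicate block (206, pairing correlation 0.599) closed the gap. RLE normalization (109), thinning (89), genes only (105), a prior count of 2 (111) and total counts normalization (58) did not. The block with DESeq2 (255), chosen after seeing the values, also closed it, as did the block with the GC content correction (170), chosen after seeing the values. On the same 15123 genes the block without the correction gave 192, which also closed it. The correction without the block gave 115, which did not.

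In UNC0642-treated mESCs 0 genes were upregulated (522 genes at an unadjusted p under 0.05, fewer than chance gives) against the paper's 79. DESeq2 on all 8 libraries (96) and on only the 4 libraries compared (81) closed the gap. Among the other alternatives set before the data were examined, no expression filter gave 44, the replicate block 22 (pairing correlation 0.599), thinning 2, and RLE normalization, edgeR on 4 libraries, a fold change threshold of 2, genes only, a prior count of 2 and total counts normalization 0, which did not close it. The block with DESeq2 (108), chosen after seeing the values, closed it. On the 15123 genes with a GC value, the GC content correction gave 5, the block 39 and both together 29, which did not.

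In UNC0642-treated Setdb1 KO mESCs 31 genes were downregulated against the paper's 61. DESeq2 on all 8 libraries (76), DESeq2 on only the 4 libraries compared (69), edgeR on only the 4 libraries (67), a fold change threshold of 2 (82) and no expression filter (48) closed the gap. RLE normalization (32), thinning (26), genes only (25), a prior count of 2 (29), total counts normalization (17) and the replicate block (93, pairing correlation 0.599) did not, nor did the block with DESeq2 (121), chosen after seeing the values. The block with the GC content correction (53), chosen after seeing the values, closed it. On the same 15123 genes the block without the correction gave 75, which also closed it, so the correction is not shown to be the cause. The correction without the block gave 35, which did not close it. In Setdb1 KO mESCs 0 genes were downregulated (265 lower at an unadjusted p under 0.05) against the paper's 3. DESeq2 on only the 4 libraries compared (3), DESeq2 on all 8 libraries (2) and the replicate block (2) closed the gap, as did the block with DESeq2 (4), chosen after seeing the values. Thinning, edgeR on 4 libraries and a fold change threshold of 2 gave 1, and the remaining alternatives set before the data were examined gave 0.

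Upregulated in both UNC0642-treated mESCs and Setdb1 KO mESCs were 0 genes against the paper's 27. DESeq2 on all 8 libraries (39), DESeq2 on only the 4 libraries compared (29) and no expression filter (21) closed the gap. The replicate block (10, pairing correlation 0.599), thinning (2) and the remaining alternatives set before the data were examined (0) did not. Of the genes upregulated in UNC0642-treated mESCs, 0 were at least 2-fold higher in Setdb1 KO mESCs against the paper's 72, since that list was empty. DESeq2 on all 8 libraries (89) and DESeq2 on only the 4 libraries compared (75) closed the gap. No expression filter (44), the replicate block (22), thinning (2) and the remaining alternatives set before the data were examined (0) did not.

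The paper states that UNC0642-treated mESCs upregulate mainly genes in B compartments. On chromosome 1 no gene was in the UNC0642 list under edgeR, the block (pairing correlation 0.599) or DESeq2 on 4 libraries, so the statement could not be compared there. At an unadjusted p under 0.05, 4 genes were more than 10-fold higher, 2 of them in B. The genome-wide numbers per compartment were not analysed here.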

Other observations

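The tests of the germline and pluripotency sets and of library depth were chosen before the data were examined, and all other tests in this part only after the result was seen. The germline set had 5 of 23 tested genes upregulated in Setdb1 KO mESCs (Mael, Stk31, Tex101, Taf7l and Slc25a31; Fisher's exact p after adjustment over 9 tests 2.61e-06, with the block 2.61e-05), 7 in UNC0642-treated Setdb1 KO mESCs (3.97e-06, with the block 3.97e-05) and 0 in UNC0642-treated mESCs (1, with the block 1). The pairing correlation behind the block was 0.599. The set's median log2 fold change was 2.25, 2.49 and 0.22, and 19, 17 and 6 genes were higher in both libraries than in both WT libraries, where chance gives 16.7%. Repression of germline genes by SETDB1 may account for the first of these values, whereas under G9a/GLP inhibition alone no germline gene was called, with an empty list without the block and 22 genes with it. The set's median there lay at percentile 99.7 of 10000 random sets matched on expression (with the block 99.2), a small shift upwards. An effect of 4-OHT was not tested.

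The median log2 fold change of 18 pluripotency genes was 0.09, -0.01 and 0.37 in UNC0642-treated, Setdb1 KO and UNC0642-treated Setdb1 KO mESCs, at percentiles 95.9, 66.9 and 99.4 of 10000 random sets matched on expression. A loss of pluripotent identity that lowers the set as a whole would have placed it under percentile 2.5, and none of the 3 conditions did so. A partial loss with members going both ways cannot be excluded by a median. With the block (pairing correlation 0.599) the percentiles were 93.6, 91.9 and 99.4.

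The number of upregulated genes differed between UNC0642-treated, Setdb1 KO and UNC0642-treated Setdb1 KO mESCs. After thinning to the smallest library the numbers were 2, 89 and 351 and their order was unchanged, so depth does not account for the order. With the replicate number as a block (pairing correlation 0.599) UNC0642-treated mESCs had 22 upregulated genes, so variation between replicates may hide changes there. A correction for GC content without the block gave 5 of 15123 genes with a GC value (39 with the block and no correction). That correction left part of the replicate difference in place, so GC differences cannot be told apart from other variation between replicates.

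The effect of the replicate number was past an adjusted edgeR p of 0.05 in 5236 of 15313 genes. Across genes, which are not independent replicates, it correlated with the GC content of the transcripts at Spearman 0.663 and with their length at -0.234, and both together explained 42.5% of its variance. Its median was -0.63 on the log2 scale in the lowest decile of GC content and 1.26 in the highest. A difference in library preparation that depends on GC content is a candidate explanation. After the GC content correction the replicate deviations still correlated between conditions at a median of 0.399 (0.587 before), so the correction removed the replicate difference only in part. No biological explanation was tested, since the labels give none for the replicate numbers.

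Genes chosen in 1 single treatment were also higher in the other. Since both changes use the same WT libraries, genes more than 10-fold higher in 1 replicate were measured in the other replicate. Of genes chosen in UNC0642-treated mESCs, 59.0% and 74.5% were at least 2-fold higher in Setdb1 KO mESCs, and of genes chosen in Setdb1 KO mESCs 49.2% and 34.5% in UNC0642-treated mESCs, against matched random medians of 20.5%, 21.8%, 14.4% and 15.7%. In each case 0 of 10000 random sets reached the share. No library served both choice and measurement, so shared WT libraries do not account for it. The random sets were matched on the mean over all libraries, not on WT expression. Low expression in WT mESCs is therefore not excluded as a contribution. That SETDB1 and G9a/GLP repress overlapping genes remains a hypothesis that may explain these shares.

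For genes found only in UNC0642-treated Setdb1 KO mESCs, a joint change above the product of the single changes was tested in the replicate not used to choose the genes. The median interaction was 1.18 in replicate 2 (171 of 216 genes above 0) and -0.39 in replicate 1 (135 of 326 above 0). The replicates disagree in sign, so whether the joint change exceeds the product cannot be told.

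X-linked genes made up 10 of 107 placed upregulated genes in Setdb1 KO mESCs (9.35%, Fisher's exact p = 0.00877) and 50 of 388 in UNC0642-treated Setdb1 KO mESCs (12.9%, Fisher's exact p = 7.05e-14), against 589 of 15145 tested genes (3.89%). With the block (pairing correlation 0.599) it was 23 of 200 and 67 of 590. Of 10000 random sets matched on expression, 184 and 0 had as high a share, so expression level does not account for it. Counting genes within 1 Mb whose symbols share a stem as 1 gave Fisher's exact p = 0.00222 and 3.93e-08, and counting all genes within 1 Mb as 1 gave 0.150 and 0.0351. With the block these were 0.000589 and 2.49e-09, and 0.114 and 0.0991. In Setdb1 KO mESCs the excess cannot be told apart from clusters of neighbouring genes, and the same holds for the combined condition under the block. Derepression of X-linked genes may contribute, as a hypothesis.

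Upregulated genes lay near each other: 18 of 107 in Setdb1 KO mESCs and 106 of 388 in UNC0642-treated Setdb1 KO mESCs had another upregulated gene within 100 kb, against random medians of 2 and 34. Leaving out neighbours whose symbols share a stem left 6 and 58 genes (random medians 2 and 31), reached by 1535 and 5 of 10000 random sets. With the block (pairing correlation 0.599) 19 and 85 genes were left (random medians 8 and 64), reached by 149 and 271. Without the block fewer than 2.5% of random sets reached the number in the combined condition only, and with the block in Setdb1 KO mESCs only. All 4 numbers were above their random medians, so paralogs may account for part of the pattern. Whether an excess beyond neighbours that share a stem passes 2.5% depends on the block in both conditions. Paralogs with unlike symbols were not left out, so such an excess need not lie beyond paralogs. In UNC0642-treated mESCs with the block, 12 of 20 placed upregulated genes had such a neighbour (random median 0). Leaving out neighbours that share a stem left 0, so no excess beyond them was seen there.

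On chromosome 1 the 14 genes upregulated in UNC0642-treated Setdb1 KO mESCs were in bins with H3K9me2 of 0.380 ± 0.190 RPKM after UNC0642 treatment (the paper's values, mean ± SD), against 0.284 ± 0.194 for the other 634 genes (permutation p = 0.0600, also after adjustment over 3 conditions). When genes were permuted within compartments, the permutation p was 0.158 (adjusted 0.240). For H3K9me2 in Setdb1 KO mESCs with UNC0642 the means were 0.221 and 0.127 (permutation p = 0.0324, adjusted 0.0486, within compartments 0.384), and in WT mESCs 0.395 and 0.308 (permutation p = 0.0182, adjusted 0.0486, within compartments 0.160). With the block (pairing correlation 0.599) the list held 28 genes, with means of 0.398 and 0.281 after UNC0642 treatment (permutation p = 0.00372, also after adjustment, within compartments 0.0192, adjusted 0.0575). The other conditions gave 0.253 and 0.123 (permutation p = 0.000600, within compartments 0.0659) and 0.399 and 0.305 (permutation p = 0.000810, within compartments 0.0687). The means were higher in all 3 conditions with and without the block. Genes with H3K9me2 left after UNC0642 may thus be among those that rise, but after adjustment the difference cannot be told apart from that between compartments, and neighbouring genes are not independent.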
